# Purification of micrococcal nuclease for use in ribosomal profiling of high-salinity extremophiles

**DOI:** 10.1016/j.jbc.2024.108020

**Published:** 2024-11-27

**Authors:** Pavlina Gregorova, Matthew Isada, Jocelyne DiRuggiero, L. Peter Sarin

**Keywords:** micrococcal nuclease, S7, MNase, ribosome profiling, haloarchaea, halophiles, archaea

## Abstract

Nucleases, that is, enzymes that catalyze the hydrolysis of phosphodiester bonds in nucleic acids, are essential tools in molecular biology and biotechnology. *Staphylococcus aureus* nuclease is particularly interesting due to its thermostability and Ca^2+^ dependence, making it the prime choice for applications where nuclease modulation is critical, such as ribosome profiling in bacteria and halophilic archaea. The latter poses a technical and economical challenge: high salt reaction conditions are essential for maintaining ribosome integrity but negatively impact the micrococcal nuclease (MNase) activity, necessitating using large amounts of nuclease to achieve efficient cleavage. Here, we set out to generate an optimized production protocol for two forms of MNase—fully processed MNaseA and the 19 amino acid propeptide-containing MNaseB—and to biochemically benchmark them against a commercial nuclease. Our results show that both MNases are highly active in normal reaction conditions, but MNaseA maintains higher enzymatic activity in high salt concentrations than MNaseB. MNaseA also retains >90% of its activity after multiple freeze-thaw cycles when stored at −80 °C in a buffer containing 5% glycerol. Importantly, ribosome profiling experiments in the haloarchaeon *Haloferax volcanii* demonstrated that MNaseA produces ribosome footprints and hallmarks of active translation highly comparable to those obtained with the commercial nuclease, making it a suitable alternative for high-salt ribosome profiling applications. In conclusion, our method can be easily implemented for efficient MNaseA production, thereby providing access to an effective, robust, and cost-efficient alternative to commercial nucleases, as well as facilitating future translation studies into halophilic organisms.

Nucleases constitute a diverse family of enzymes with various biochemical and catalytic properties that mediate the degradation of nucleic acids by cleaving the phosphodiester bonds of their backbone (1). Extracellular nucleases, which can be membrane-bound or secreted, are often important virulence factors in bacterial pathogenesis. For example, *Staphylococcus aureus* nuclease (Nuc) is required for the evasion of neutrophil extracellular traps and the inhibition of biofilm formation through the cleavage of extracellular DNA (2). Nuc was identified by Cunningham *et al.* (3) and termed micrococcal nuclease (MNase). It is a thermostable, strictly Ca^2+^-dependent phosphodiesterase that hydrolyzes ssRNA or dsDNA to produce 3′-phosphomononucleotides (4, 5). The *nuc* gene encodes for a protein with a 60-residue long secretory signaling sequence, which is subsequently removed during secretion. The secreted propeptide form of MNase, known as MNaseB, is further processed by most *S. aureus* strains to yield the mature form, MNaseA, which is 19 residues shorter. Interestingly, both MNaseA and MNaseB are enzymatically active (6). Moreover, *S. aureus* expresses a second endonuclease, Nuc2, which in contrast, is membrane-bound and mainly associated with biofilm regulation (7).

The thermostability and strict Ca^2+^ dependence make MNase an attractive nuclease for research and biotechnological applications. An early use of MNase included the degradation of chromatin to elucidate nucleosome occupancy (8), which has subsequently been combined with high-throughput sequencing to yield various chromatin profiling strategies, such as pinpointing transposase-accessible chromatin sites for epigenetic analyses (9) and antibody-targeted *in situ* mapping of protein–DNA interactions (10). Furthermore, Pelham and Jackson utilized MNase to perform a limited nuclease treatment to remove endogenous mRNA from cell-free extracts without damaging other RNA components, such as tRNA and rRNA. This is achieved by terminating nuclease activity by adding EGTA, which preferentially chelates Ca^2+^ ions over other divalent cations (11, 12). MNase has also been used to improve downstream processing in recombinant protein expression, whereby a modified *Escherichia coli* JM107 strain expresses extracellular MNaseA to reduce sample viscosity upon cell lysis by hydrolyzing the host’s chromosomal DNA (13).

The development of ribosome profiling—a method for monitoring translation across the translatome with subcodon resolution—has emphasized the need for a ribonuclease that efficiently hydrolyzes mRNA outside of the translating ribosomes without damaging the ribosomes. The original method by Ingolia *et al.* (14) successfully utilized RNase I to generate ribosome-protected footprints in *Saccharomyces cerevisiae*; RNase I has since been the nuclease-of-choice for most ribosome profiling applications. However, RNase I has been shown to severely degrade ribosomes in some species and other nucleases, such as MNase, may provide less aggressive alternatives suitable for eukaryotes and bacteria (15). To date, MNase is primarily used in bacterial ribosome profiling studies, where *E. coli* RNase I is incompatible as its nuclease activity is inhibited by *E. coli* ribosomes (16, 17). Contrary to RNase I, MNase also retains some activity in high-salinity conditions, which makes it a suitable choice for studies on halophilic organisms, such as the model archaeon *Haloferax volcanii* (18).

Although MNase is the preferred choice for prokaryotic ribosome profiling (Ribo-seq), there are some limitations to consider. MNase solutions are available from several commercial vendors, but most products are supplied at a concentration too low to achieve the required activity, especially when working with halophilic organisms. Lyophilized MNase batches provide sufficient activity but cost quickly becomes a limiting factor when multiple samples are processed. An alternative approach is to produce MNase in-house, which presents its challenges, as expressing an active nuclease is toxic to the expression strain and limits protein yields. This can be largely circumvented by introducing a secretory signaling sequence and targeting the recombinant protein for secretion to the periplasm, which furthers host viability and improves enzyme activity (19). OmpA-directed periplasmic targeting has been used to express both MNaseA (20, 21) and MNaseB (20, 22) in various *E. coli* strains. Similar approaches have been demonstrated for other bacterial hosts. The native form of MNase was successfully expressed and secreted in *Corynebacterium glutamicum* using a staphylococcal-derived vector (23). However, MNase bears an atypical signaling sequence that might be poorly processed in some heterologous expression systems. Consequently, in *Lactococcus lactis*, it was exchanged for the lactococcal Exp4 signal peptide, which ensured an efficient secretion of MNaseB (24).

In this study, we compare two forms of MNase, MNaseA and MNaseB, and their enzymatic properties in high salt conditions. We have generated a construct design and optimized expression conditions and biochemical assaying to produce and characterize MNaseA for robust and reproducible utilization in molecular biology methods that require the presence of high salt concentrations. Furthermore, we compared purified MNaseA to a commercially available nuclease and, as a proof-of-concept, applied it to Ribo-seq of the halophilic model archaeon *H. volcanii*, where it matches and exceeds the performance of its commercial counterpart. Consequently, this work provides a simple protocol for the efficient production of highly active MNaseA, making future Ribo-seq studies of halophilic organisms more accessible.

## Results

### MNase construct design and expression optimization

Previously, both the mature and the propeptide forms of MNase (MNaseA and MNaseB, respectively) have been produced and/or utilized as tools in molecular biology (13, 22). Although the enzymatic activity of both MNase forms has been characterized in standard reaction conditions, the extent to which high salt concentrations, as encountered in applications involving, for example, halophilic archaea, impacts on MNase activity remains to be determined. To address this, we set out to produce and compare the activity of both MNase forms in high salt containing reactions. To prepare the MNase constructs (Fig. S1), we first extracted the MNaseB sequence from the *nuc* gene of *S. aureus* (Genbank no. V01281.1) and designed a codon optimized MNaseB synthetic gene construct with 6×His-tag on its C-terminus to allow purification using nickel-nitrilotriacetic acid (Ni-NTA) affinity resin (Fig. S1, *A* and *B* and Experimental procedures). Furthermore, inspired by previous MNase constructs (21, 22), we added a 21 aa long *E. coli* OmpA signaling sequence to the N-terminus of MNaseB, thus targeting the produced protein to the periplasm and decreasing its toxicity to the expression host (Fig. S1*B* and Table S1). Based on the known OmpA signaling peptide cleavage mechanism, we expected the MNases to be expressed as OmpA containing proteins, followed by translocation to the periplasm and cleavage by signal peptidase I (25). To evaluate the expression conditions, we calculated the expected molecular weights of OmpA-containing proteins and their processed forms (Fig. 1*A*). Moreover, we confirmed the likelihood of OmpA signal peptide cleavage using SignalP 6.0, a protein language model-based tool (26) (Fig. S2*A* and Table S2). As expected, for both OmpA-fused MNases, the cleavage sites were predicted to be between 21 and 22 aa (probability >0.97) with secretory pathway signal peptidase I being the main peptidase (probability >0.99) involved in signal peptide cleavage (Table S2). Consequently, we cloned the MNaseB synthetic gene construct to a pET28a backbone (Fig. S1, *C* and *D*), from which the MNaseA construct was generated by deleting 19 aa from the N-terminus of MNaseB (see Experimental procedures).

**Figure 1:**
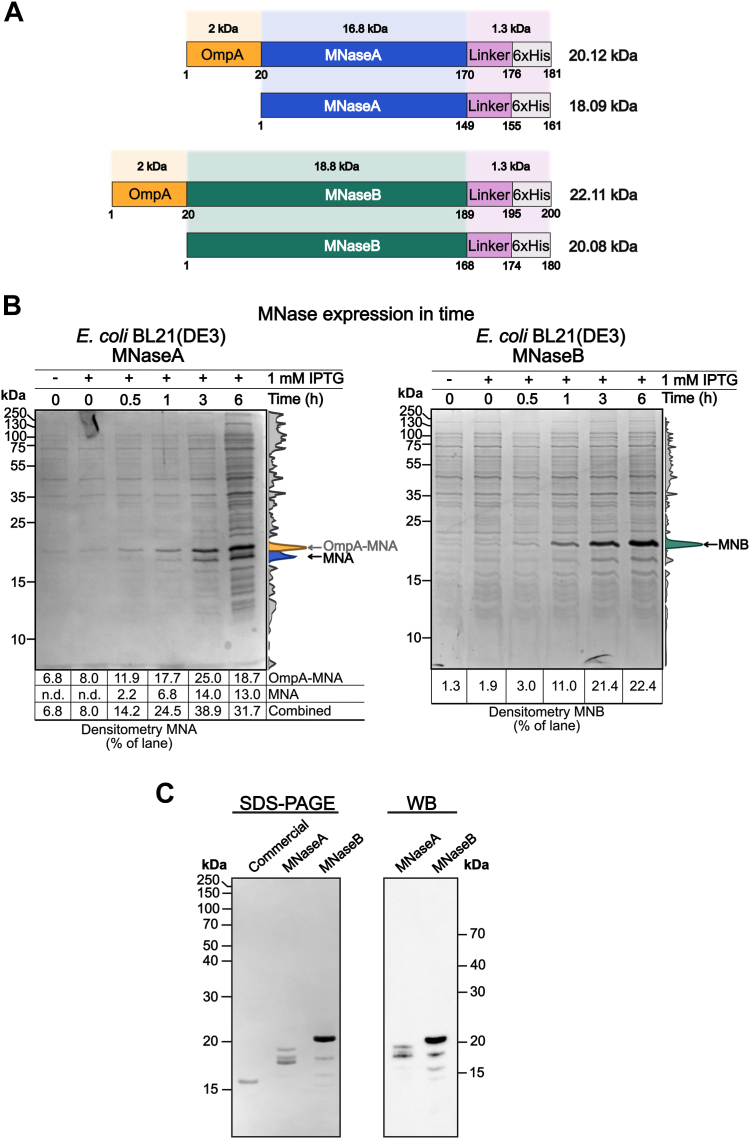
**Design, expression, and purification of MNase constructs.***A*, schematic representation of 6xHis-tagged MNase forms (including their expected molecular weights) produced from expression vectors. The *Staphylococcus aureus nuc* gene products MNaseA (MNA; 16.8 kDa) and MNaseB (MNB; 18.8 kDa) are expressed with OmpA. The OmpA signaling peptide (2 kDa) is cleaved endogenously during translocation of MNase to periplasm. The 6xHis tag (∼0.8 kDa) is connected to the C terminus of the proteins *via* a 5-aa long linker (∼0.5 kDa). The numbers under the individual proteins denote product length (in aa). *B*, expression of MNaseA and MNaseB at different time points with densitometrical quantification. MNaseA partially retains the OmpA peptide, while MNaseB is only expressed without the OmpA peptide. *C*, comparison of purified MNases with commercially available MNase on SDS-PAGE. The identity of purified MNases is confirmed by Western blot with anti-6 × His antibodies. MNase, micrococcal nuclease.

Next, we assessed protein expression from the MNaseA and MNaseB constructs as a time course experiment in the commonly available *E. coli* expression strains BL21(DE3), BL21(DE3)pLysS, and BL21(DE3)pLysE, respectively (Figs. 1*B* and S2*B*). Optimal expression for both MNases was achieved in the *E. coli* BL21(DE3) strain with >20% of all protein content being MNase (Fig. 1*B*). MNaseA was expressed as two distinct proteins with a size of ∼18 and 20 kDa, respectively. On the other hand, MNaseB was expressed as a distinct ∼20 kDa protein (Fig. 1*B*). This corresponds to the predicted size of MNaseB and was further confirmed by anti-his-tag Western blot analysis of the purified protein (Figs. 1*C* and S2*C*).

Given the size of the OmpA signaling peptide (∼2 kDa), we reasoned that the 20 kDa protein corresponded to OmpA-MNaseA-6×His, whereas the 18 kDa protein was MNaseA-6×His (Fig. 1, *A* and *B*). To confirm our hypothesis, we analyzed purified MNaseA (average yields 11–17 mg per 1 L expression culture) (Fig. S2*C*) by Western blot to verify their identity (Fig. 1*C*). The presence of unprocessed OmpA-MNaseA-6×His might be attributed to the high protein expression level, which saturates the secretion pathway machinery and leads to inefficient cleavage of the OmpA signaling peptide. To circumvent this problem, we used an alternative expression strain, *E. coli* Lemo21(DE3), with improved control of the T7 promoter regulation (27). This allowed us to fine-tune MNaseA overexpression conditions by titrating the L-rhamnose promoter, which resulted in the enrichment of processed MNaseA-6×His over the unprocessed OmpA-containing form, albeit with slightly decreased overall expression (∼13.4% of whole cell protein content) (Supporting methods and Fig. S2*D*).

### MNaseA was more active in high salt concentration reactions than MNaseB

To ensure reproducible production and to limit batch-to-batch variation, we set up a kinetic activity assay based on absorbance measurement at 260 nm (A_260_) using optimal reaction conditions over a range of MNase concentrations (Fig. 2*A* and Experimental procedures). First, we benchmarked our specific activity assay with a commercially available nuclease to ensure its reproducibility (Fig. S3*A*). Second, using this assay, we compared our MNases produced in *E. coli* BL21(DE3) to the commercial nuclease and calculated the specific activity for each MNase (Fig. 2*B*). The specific activities of the produced MNases (18.1 ± 3.6 U/μg for MNaseA and 26.3 ± 6.2 U/μg for MNaseB) were comparable to the commercial nuclease (15.2 ± 3.0 U/μg) (Fig. 2*B*). Additionally, we could not determine any difference in activity at optimal reaction conditions between the unprocessed (OmpA-containing) or processed form of MNaseA (Fig. S3*B*).

**Figure 2:**
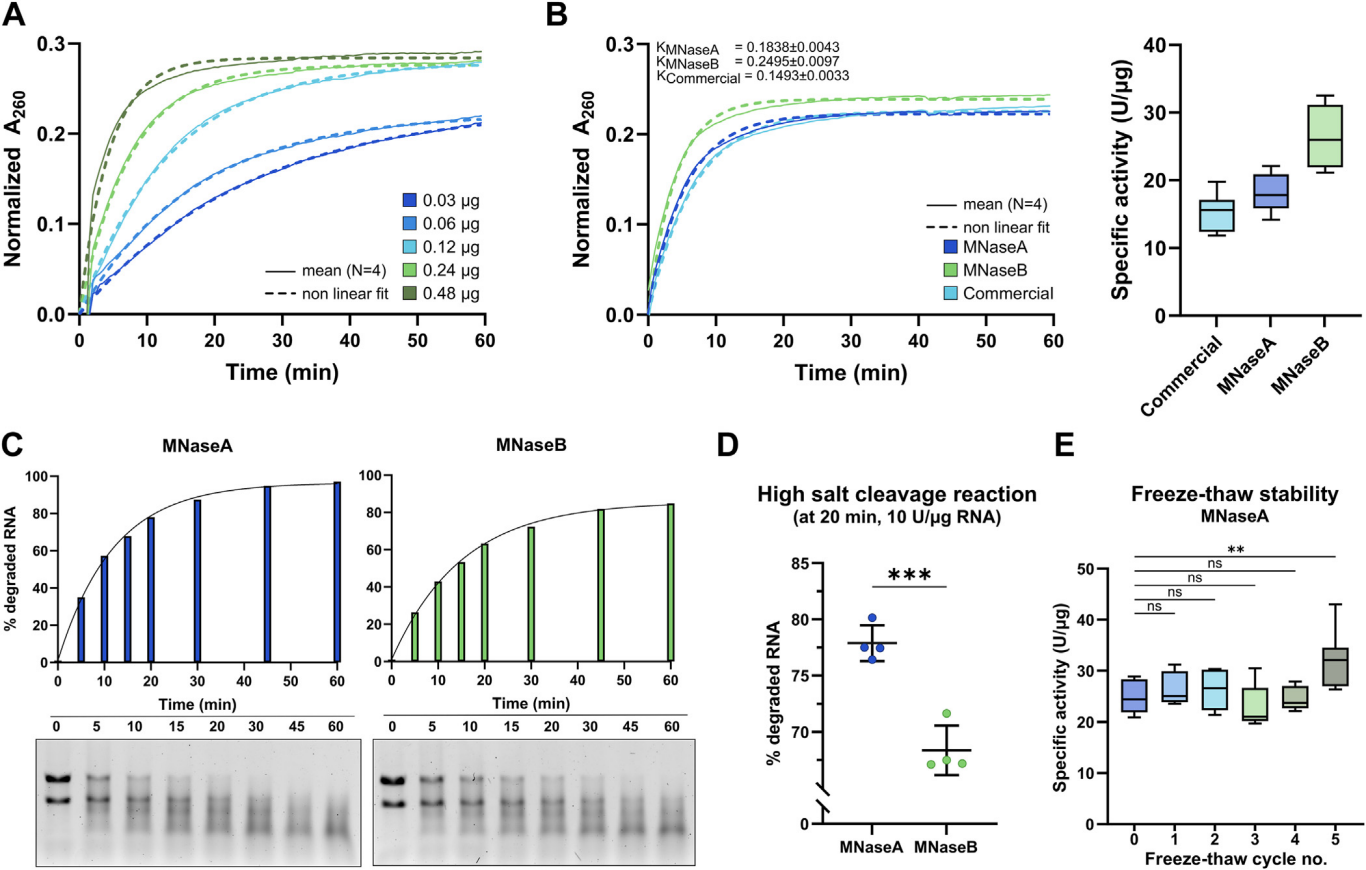
**Biochemical comparison of MNaseA and MNaseB.***A*, typical output of activity assay to measure specific activity of MNases. The assay was performed as a kinetic measurement with serial dilutions of the enzyme (mean; technical replicates; N = 4). *B*, specific activities of MNases in optimal conditions. Activity was measured as a kinetic measurement (*left panel*; mean, technical replicates; N = 4) and specific activity (Tukey box plot, technical replicates; N = 8) was expressed as units per μg of protein (U/μg). *K* shows the reaction rate constants for each enzyme. *C*, performance of MNaseA and MNaseB in high salt reactions over time. MNaseA was more active in high salt than MNaseB. A representative (N = 1) densitometrical analysis (*top panel*) of MNase activities expressed as % of degraded RNA at time 0 with gels (*bottom panel*) of each time point. *D*, densitometrical quantification of MNaseA and MNaseB activity in high salt reactions at 20 min. Samples were compared by unpaired two-tailed Student’s *t* test (technical replicates; N = 4; ∗∗∗*p* = 0.0004). *E*, stability of MNaseA stored at −80 °C during freeze-thaw cycles. The activity was measured as kinetic measurement and then specific activity of MNase was calculated after each cycle. Samples were compared using ordinary one-way ANOVA (technical replicates; N = 8; ns, not significant; ∗∗*p* = 0.0028). Error bars in all panels represent SD. MNase, micrococcal nuclease.

Next, we compared the nuclease activity of the produced MNases in high salt reaction conditions to mimic the ribosome footprinting reactions used for haloarchaea, which require >3 M KCl (18, 28). However, we could not utilize the aforementioned kinetic activity assay (A_260_ measurement) due to a known incompatibility with high salt concentrations (29). Therefore, we established a simple RNA cleavage assay in high salt reaction conditions using 10 U of nuclease per μg RNA, followed by gel analysis and densitometric image quantification (Fig. 2*C* and Experimental procedures). As expected, both MNaseA and MNaseB cleaved RNA, although MNaseA had a slightly higher activity (Fig. 2*D*). This was further confirmed by testing various nuclease-to-RNA ratios and different reaction time points (Fig. S3*C*). Taken together, MNaseA outperformed MNaseB in high salinity reactions, even though its specific activity (U/μg) was lower in optimal reaction conditions (Fig. 2, *B*–*D*). We also investigated whether OmpA has an inhibitory effect on the activity of MNaseA by comparing unprocessed (OmpA-containing) and processed forms of MNaseA in high salt reactions (Fig. S3*D*). Similarly to assays performed in optimal reactions conditions (Fig. S3*B*), we could not detect any significant difference in enzymatic activity between the processed and unprocessed forms (Fig. S3*D*). Therefore, we decided to use MNaseA produced in *E. coli* BL21(DE3) for further downstream applications in haloarchaeal ribosome profiling.

### MNaseA retained its activity following multiple freeze-thaw cycles

To determine if MNaseA could be used routinely in a reproducible manner, we examined its activity over the course of multiple freeze-thaw cycles. To this end, we formulated two MNaseA storage buffers—one containing 5% glycerol and another supplemented with 50% glycerol. Next, we performed five cycles of freezing at the storage temperature (−80 °C) and thawing on ice while examining the activity of the MNase during each cycle (Figs. 2*E* and S3*D*). MNaseA retains >90% of its activity after five freeze-thaw cycles when stored in 5% glycerol (Fig. 2*E*), whereas >80% of the activity remains when stored in 50% glycerol (Fig. S3*D*). We also examined how MNaseA supplemented in 50% glycerol stores at −20 °C as it is often the preferred storage temperature and prevents freeze-thaw stress of the enzyme (30). Despite the presence of 50% glycerol as a cryopreservative, this storage temperature proved to be less optimal, resulting in an almost 40% decrease in MNaseA activity (Fig. S3*E*).

### MNaseA was suitable for ribosome profiling in haloarchaea

In ribosome profiling experiments, ribosomes and the associated mRNAs are harvested, treated with an endonuclease to digest mRNA not protected by the ribosome, and fractionated on a sucrose gradient (14, 18) (Fig. S4). The RNA (ribosome footprints) is then isolated from the monosome fractions of the sucrose gradient, used for library preparation, and deep sequenced. To assess the suitability of the purified MNaseA for ribosome footprinting in haloarchaea, we prepared Ribo-seq libraries for *H. volcanii* ribosome pellets with MNaseA and with a commercial nuclease (Fig. 3).

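A total of 6 libraries were analysed, prepared from 3 biological replicates of *H. volcanii* ribosome pellets. Each biological replicate was 1 pool of ribosome pellet that was divided between MNaseA and the commercial MNase, so the libraries form 3 pairs that share their starting material. Each reaction received 250 U of nuclease per μg of RNA, the same for both nucleases, and lasted 1 h at 25 °C in buffer with 3.4 M KCl. The methods give 300 μl as the volume in which a pellet was resuspended, whereas the sample labels give 200 μl. The authors trimmed the reads, discarded those from rRNA and tRNA, mapped the rest to the RefSeq genome and deposited 4 tables per library. These tables hold the number of genome-mapped reads of each length, the density of 5′ ends around start codons averaged over genes, the codon position of reads of each length, and the TPM of each gene. The MNaseA libraries held 4799655, 6161117 and 4419716 genome-mapped reads in replicates 1, 2 and 3, and the commercial MNase libraries held 5715792, 4019358 and 7793992. MNaseA therefore gave the deeper library in replicate 2 and the commercial MNase in replicates 1 and 3. Differences between the nucleases were computed within each biological replicate and compared with an exact two-sided sign-flip test, for which 0.25 is the smallest p that 3 pairs allow. No difference can therefore reach a p under 0.05 in this test.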

**Figure 3:**
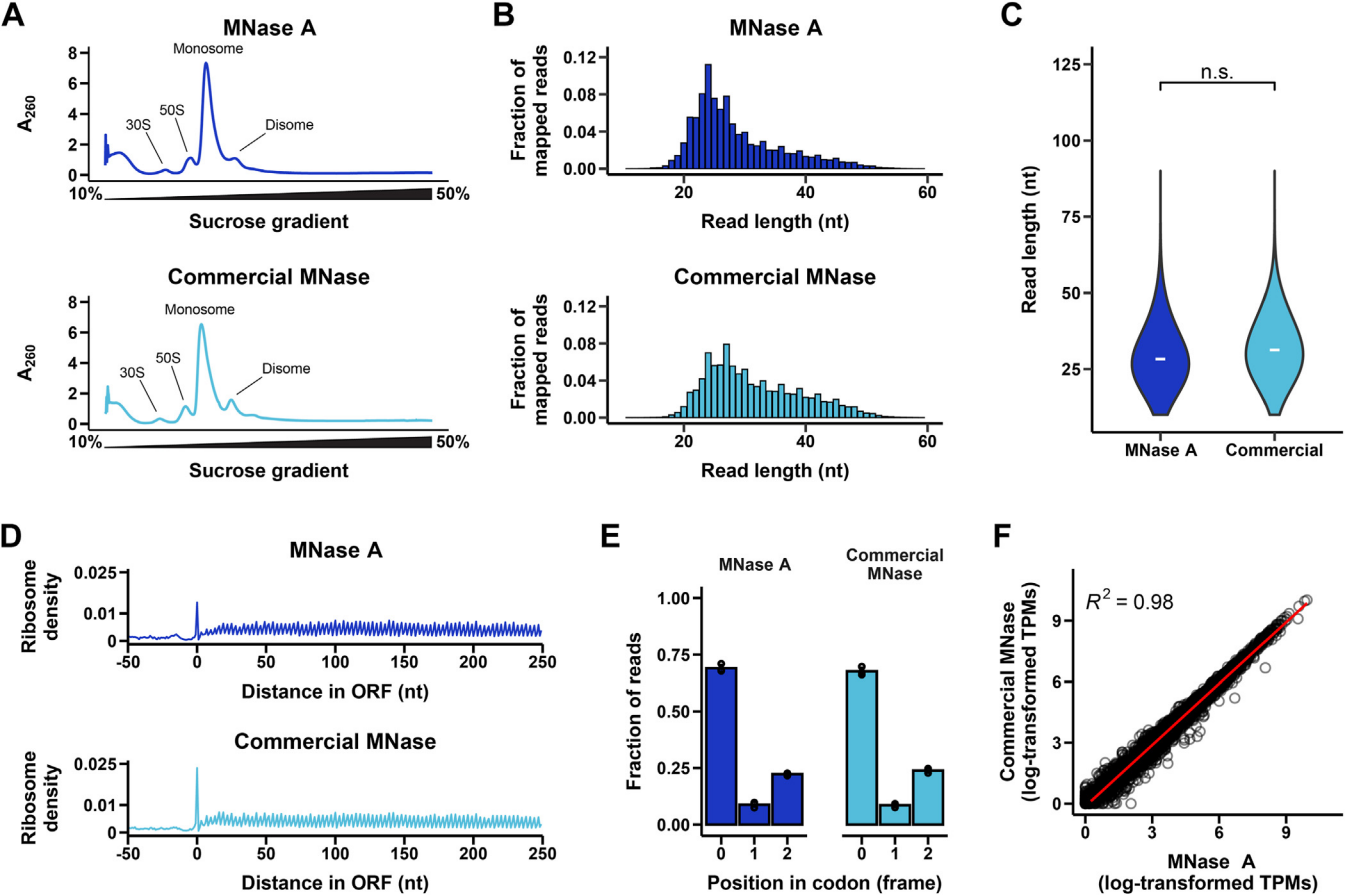
**Comparison of ribosome profiling data generated using either MNaseA (*dark blue*) or commercial MNase (*light blue*) to generate ribosome-protected footprints.***A*, absorbance traces (*A*_260_) of ribosome fractions along a 10 to 50% sucrose gradient. Treatment with MNase collapsed polysomes into monosomes. *B*, ribosome footprint read length distributions as *bar graphs*; reads per length were normalized to the total number of genome-mapped reads. *C*, read length distributions as violin plots. Distribution means marked by (−). Statistical comparison between distributions in each biological replicate showed no significant difference (permutation test with distribution mean as test statistic, 10,000 resamples, independent; *p* value = 0.6653). *D*, metagene plots showing the mean ribosome density on all genes aligned at their start codon using 5′-end mapped reads. *E*, fraction of elongation-associated 27 nt reads mapping to each position within codons (0, +1, and +2). Bars show mean frame positions across three biological replicates; individual biological replicates are represented by points. *F*, correlation plot of ribosome occupancy per gene between samples treated with MNase A and commercial MNase within a biological replicate. One out of three biological replicates for each enzyme is shown in (*A*–*D* and *F*). MNase, micrococcal nuclease.

We used a high-salt buffer (see Experimental procedures) as previously described for *H. volcanii* (18), to minimize ribosome splitting during harvesting and fractionation. This was essential because *H. volcanii* has an intracellular salt concentration of ∼2 M KCl (18). To ensure efficient nuclease activity under those high salt conditions, we used a nuclease:RNA ratio of 250 U nuclease/1 μg RNA (RNA concentrations measured by Qubit) for both MNaseA and the commercial nuclease.

Following digestion of ribosome pellets and fractionation, we observed high A_260_ absorbance of monosome-associated sucrose gradient fractions and low absorbance of polysome-associated fractions with both nucleases (Fig. 3*A*). Small disome (2 monosomes) peaks were also present after treatment; these may correspond to naturally occurring endogenous ribosome collisions, which are known to be resistant to nuclease digestion (31). After library construction, quality control, and sequencing (Fig. S5), we analyzed the mapped ribosome-protected footprint length distributions for each nuclease (Figs. 3*B* and S6). 

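Mean footprint length was 28.6 nt ± 0.221 (SD, n = 3) with MNaseA and 31.1 nt ± 0.613 (SD, n = 3) with the commercial MNase. Within the biological replicates the MNaseA mean differed by -2.06, -2.48 and -2.99 nt. The mean difference was -2.51 nt (SD 0.462, n = 3 pairs, p = 0.25 in the exact sign-flip test), which is larger than the spread between replicates of either nuclease. The most frequent length was 24 nt in each MNaseA library and 27 nt in each commercial MNase library. Footprints of 24 nt made up 10.6% ± 0.551 (SD, n = 3) of the reads with MNaseA and 6.46% ± 0.456 (SD, n = 3) with the commercial MNase, and the difference had the same sign in 3 of 3 pairs. Footprints of 27 nt made up 7.74% ± 0.256 (SD, n = 3) and 7.34% ± 0.568 (SD, n = 3), a difference within the spread between replicates that had opposite signs in different pairs. Reads longer than 30 nt accounted for 30.5% ± 0.645 (SD, n = 3) with MNaseA and 45.1% ± 1.96 (SD, n = 3) with the commercial MNase. To compare whole distributions, the absolute differences in share were summed over all lengths and divided by 2, so that 0% means identical distributions. This distance was 14.1% to 19.6% between the nucleases within a biological replicate, and 3.77% to 7.56% between replicates of 1 nuclease. The choice that moved the mean length most was the use of lengths from 20 to 40 nt only, where the difference was -1.65 nt.

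**Figure D1:**
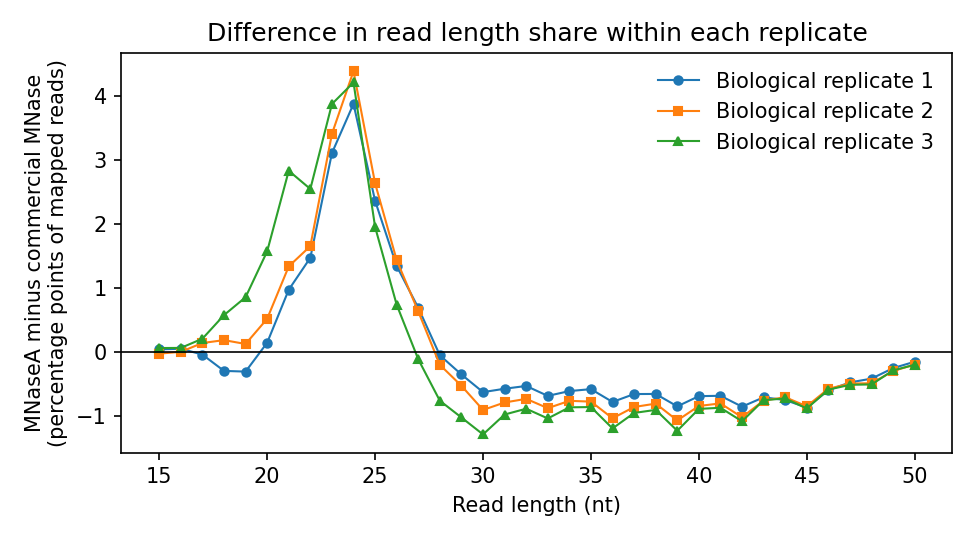
Share of mapped reads at each read length with MNaseA minus the share with the commercial MNase, in percentage points, with 1 line per biological replicate. The 3 lines peak at 24 nt, at 3.88, 4.39 and 4.21 percentage points, and lie below 0 from 28 to 50 nt.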

MNaseA produced ribosome footprint lengths comparable to that of the commercial nuclease (Fig. 3*B*). There was no statistical difference between read length distributions of digestions performed with MNaseA or the commercial nuclease across all biological replicates (Fig. 3*C* and S6), indicating that digestion by MNaseA and the commercial nuclease produced comparable ribosome footprints.

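The distributions were compared within each biological replicate by a two-sided permutation test with the difference in mean length as the statistic and 10000 resamples. With single reads as the permuted units, p was 0.00020 in each of the 3 biological replicates, which is the smallest value that this number of resamples gives. Such a test compares the reads of 2 libraries and carries no error between replicates. With 100 reads drawn at random from each library, the median p over 100 draws was 0.0242, 0.0211 and 0.0043 in replicates 1, 2 and 3 in the same permutation test. With each read length as 1 unit and its fraction of the reads as the value, the permutation test gave p = 0.69, 0.938 and 0.824. In that version the mean is set by the number of lengths observed, between 49 and 64 per library, and not by the lengths themselves. With read counts per length as the values, the permutation test gave p = 0.738, 0.101 and 0.0416. There the mean is the number of reads in a library divided by its number of lengths, so this version compares library depth. From the absence of a statistical difference in its permutation test, the paper concludes that digestion with either nuclease yields comparable footprints.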

Hallmarks of elongating ribosomes are high ribosome occupancy in ORFs and a 3-nt periodicity in ribosome footprints, corresponding to the ribosome moving one codon at a time along the mRNA (14, 17, 18). 

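The metagene tables give the mean density of 5′ read ends at each position from 50 nt upstream of the start codon to 250 nt into the ORF, after each gene was scaled by the authors to its own total. Their headers show that reads from 25 to 100 nt were used and that a gene needed 250 counts to be included. Between 809 and 1264 genes per library were averaged at the start codon. The ratio of mean density in the ORF, over whole codons from 15 nt to the end of this window, to mean density from -50 to -1 nt was 3.16 ± 0.273 (SD, n = 3) with MNaseA and 2.76 ± 0.158 (SD, n = 3) with the commercial MNase. The ratio was higher with MNaseA in 3 of 3 pairs, by 0.19 on the log2 scale (SD 0.091, n = 3 pairs, p = 0.25 in the exact sign-flip test). Density at position 0, the start codon, was 2.99 ± 0.469 (SD, n = 3) times the ORF density with MNaseA and 5.00 ± 0.730 (SD, n = 3) times with the commercial MNase. The log2 difference in this peak was -0.85, -0.61 and -0.78 in the 3 pairs (p = 0.25 in the same exact test), and no MNaseA library reached the lowest commercial MNase library. As the mean of -1 to 1 nt, the peak was 1.34 times the ORF density with MNaseA and 2.14 times with the commercial MNase. The mean log2 difference was then -0.68. The paper's methods attribute high density at the start codon to the many leaderless transcripts of *H. volcanii*. Reads under 25 nt, which did not enter these metagenes, made up 34.3% ± 1.79 (SD, n = 3) of the reads with MNaseA and 21.7% ± 3.44 (SD, n = 3) with the commercial MNase.

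**Figure D2:**
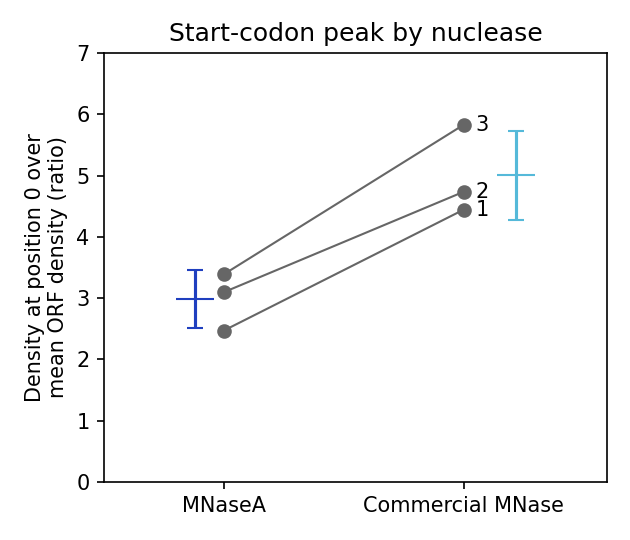
Density of 5′ read ends at the start codon divided by the mean ORF density, for each library. Grey lines join the libraries of 1 biological replicate, whose number stands at the right, and bars show mean ± SD of 3 replicates. The MNaseA libraries lie between 2.47 and 3.39 and the commercial MNase libraries between 4.44 and 5.83.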

Using metagene plots, which average ribosome density across numerous ORFs aligned at their start codons, we found high ribosome density in ORFs and relatively low density in the UTR upstream of the start codon for both enzymes (Fig. 3*D*). We also found a similar 3-nt periodicity in translated regions (Fig. 3*D*). These results were consistent regardless of whether ribosome density was calculated based on the 5′-end (Fig. 3*D*) or 3′-end (Fig. S7) of the ribosome footprint. 

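Periodicity was measured as the share of the spectral power of the 5′-end metagene, over whole codons from 15 nt to the end of the window, that lies at a period of 3 nt. It was 91.9% ± 1.46 (SD, n = 3) with MNaseA and 92.1% ± 1.64 (SD, n = 3) with the commercial MNase. The difference changed sign between pairs and lay within the spread between replicates (p = 0.75 in the exact sign-flip test). Upstream of the start codon the share was at most 1.52% in any of the 6 libraries. In the ORF, 47.4% ± 2.55 (SD, n = 3) of the density with MNaseA and 48.6% ± 2.25 (SD, n = 3) with the commercial MNase lay at codon position +1, counted from 0 at the first base of the codon. Within pairs 1, 2 and 3 this density share differed by -1.49, -1.26 and -0.87 percentage points (p = 0.25 in the exact sign-flip test). When the window began at the start codon itself, the share of power at 3 nt fell to 72.6% with MNaseA and 58.6% with the commercial MNase. Profiles built from 3′ ends were not analysed here.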

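The codon position of each footprint was taken from the authors' tables, which count reads by the position 17 nt from the 5′ end and number the bases of a codon 0, 1 and 2. Between 104242 and 226499 reads of 27 nt were counted per library. The Wilson 95% confidence interval of a share spans at most 0.575 percentage points and covers counting error only. The counted reads were a minority of the mapped reads of that length. In MNaseA replicate 1, 134218 were counted, while 27-nt reads made up 7.47% of 4799655 mapped reads. Shares by codon position refer to counted reads only. Of the 27-nt reads, 68.2% ± 1.58 (SD, n = 3) fell at position 0 with MNaseA and 66.5% ± 1.69 (SD, n = 3) with the commercial MNase. Position 1 held 8.77% ± 1.22 (SD, n = 3) and 8.48% ± 0.910 (SD, n = 3), and position 2 held 23.0% ± 0.403 (SD, n = 3) and 25.0% ± 0.784 (SD, n = 3). The share at position 0 was higher with MNaseA in 3 of 3 pairs, by 1.73 percentage points (SD 0.243, n = 3 pairs, p = 0.25 in the exact sign-flip test). This difference was larger than the spread between pairs and about the size of the spread between replicates of either nuclease. For 24-nt reads the order was the opposite, with 64.6% ± 1.82 (SD, n = 3) at position 0 with MNaseA and 66.3% ± 2.17 (SD, n = 3) with the commercial MNase. Over reads of 20 to 40 nt, the share at the most used position of their length was 57.1% with MNaseA and 56.7% with the commercial MNase. The difference there was 0.35 percentage points. Before the 17-nt shift, most 5′ ends of the 27-nt reads lay at position 1 of the codon. The share was 68.2% with MNaseA and 66.5% with the commercial MNase.

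**Figure D3:**
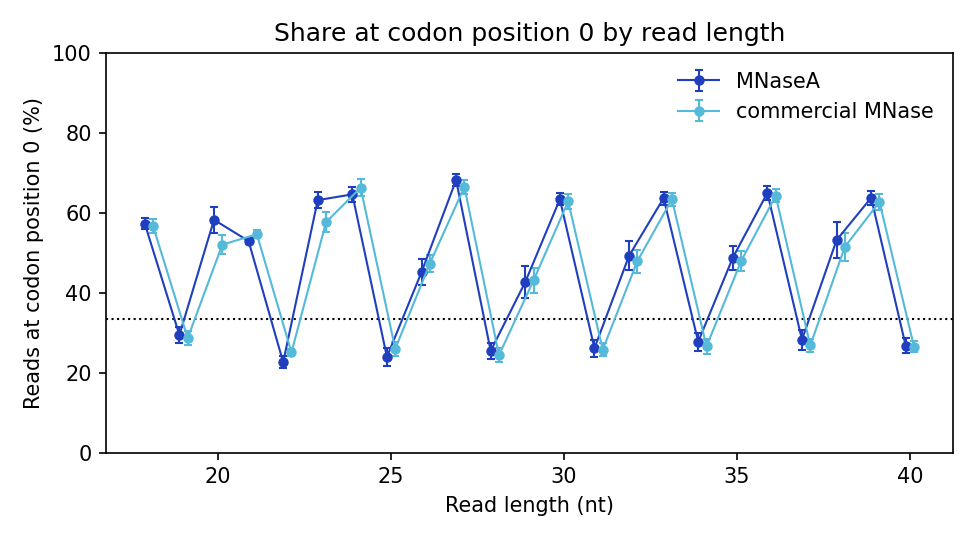
Share of counted reads at codon position 0, after the 17-nt shift, for each read length from 18 to 40 nt. Points show mean ± SD of 3 biological replicates per nuclease, and the dotted line marks the 33.3% of an even spread over the 3 positions. From 24 nt on, the lengths up to 39 nt that are multiples of 3 lie at 60.9% or higher in each library.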

At the subcodon scale, we showed that both enzymes produced ribosome footprints that mapped predominantly to the first codon position at their 5′ end (Fig. 3*E*). This is further evidence of 3-nt periodicity and consistent with our previous observations in *H. volcanii* (18). In conclusion, both MNaseA and the commercial nuclease produced similar ribosome profiling data that displayed signs of actively elongating ribosomes.

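The TPM tables list 4064 named genes, of which 4051 were matched by locus tag to the RefSeq gene table. Of the matched genes 3882 are protein-coding, 108 are pseudogenes and 53 are tRNA genes. TPM was 0 for 89 to 115 genes per library. The genes with the highest mean TPM lie on the main chromosome of assembly ASM2568v1. HVO_RS05655 (176934 to 177101, protein-coding) had a TPM of 26780 ± 5433 (SD, n = 3) with MNaseA and 25369 ± 2848 (SD, n = 3) with the commercial MNase. The gene fer, HVO_RS19195 (2825137 to 2825526), had a TPM of 18835 ± 521 (SD, n = 3) and 19403 ± 1592 (SD, n = 3). The gene tuf, HVO_RS06435 (327676 to 328941), had a TPM of 15448 ± 1131 (SD, n = 3) and 16524 ± 125 (SD, n = 3).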

Finally, we compared ribosome occupancy of individual genes between libraries prepared from either MNaseA or the commercial nuclease by converting ribosome profiling reads to transcripts per million. Translation levels of genes were highly correlated between MNaseA and the commercial nuclease (R^2^ > 0.97 for all replicates; Figs. 3*F* and S8), indicating that both nucleases produced comparable information about the active translatome in *H. volcanii*.

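Across genes, R2 of ln(TPM + 1) between the nucleases was 0.987, 0.984 and 0.981 in biological replicates 1, 2 and 3. Genes are not independent replicates, so no p was computed for these values. Between replicates of 1 nuclease R2 ranged from 0.976 to 0.988 over 6 pairs of libraries, and its lower end came from pairs with replicate 3, at 0.976 to 0.979. Between replicates 1 and 2 R2 was 0.988 with either nuclease, above the values between the nucleases in those replicates. With a pseudocount of 0.1 the lowest of the 3 values was 0.970. Among genes with a TPM of at least 10 in both libraries, 98.5% to 99.7% lay within 2-fold.

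**Figure D4:**
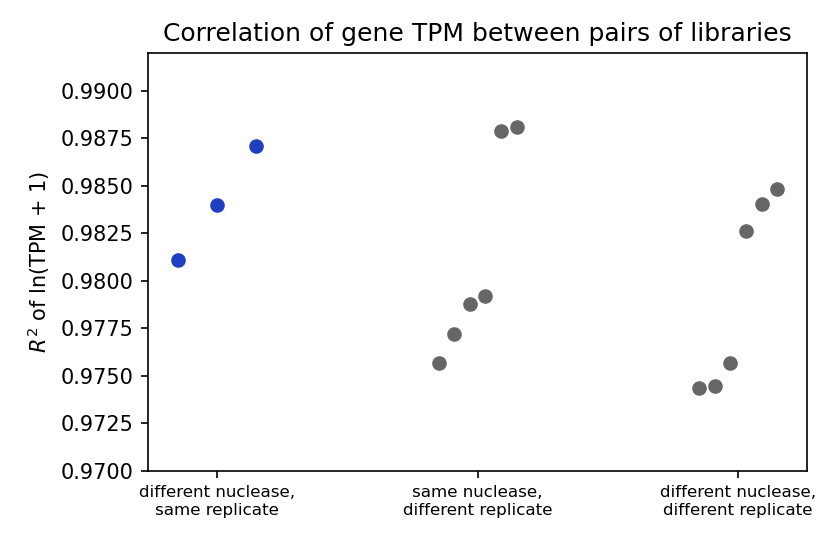
R2 of ln(TPM + 1) across genes for each pair of the 6 libraries, grouped by whether the pair shares its nuclease and its biological replicate. The 3 pairs that differ only in nuclease lie between 0.981 and 0.987, and the pairs that share their nuclease between 0.976 and 0.988, with both pairs of replicates 1 and 2 at 0.988. The vertical axis does not start at 0.

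Single genes were tested with limma on log2(TPM + 1) with the biological replicate as a block, over the 3759 genes with a TPM of at least 1 in 3 or more libraries. None had a Benjamini-Hochberg adjusted p under 0.05 (the lowest was 0.0922), and 425 had an unadjusted p under 0.05. The latter number was 235, 401 and 755 without replicate 1, 2 and 3. The count past the adjusted threshold depended on the genes and scaling used. It was 18 with the library medians made equal and 5 with protein-coding genes only, a choice made after the tables were seen to hold tRNA genes. It was 28, 86 and 183 without replicate 1, 2 and 3, where 1 residual degree of freedom remains. A gene whose pairs disagreed could still pass there, so these counts carry little evidence. In data simulated from these libraries, limma recovered 61% of 200 genes changed by 1 on the log2 scale and 11% of those changed by 0.5.
Adjusted p from limma was 0.882, 0.932 and 0.710 for HVO_RS05655, fer and tuf, the genes with the highest mean TPM. The largest changes within a pair, among genes with a TPM of at least 10 in 1 of its libraries, were in low or noncoding genes. In replicate 1 they were a rise of 1.14 on the log2 scale with MNaseA for the pseudogene HVO_RS03840 on pHV4 and a change of -2.20 for the tRNA gene HVO_RS05325. The latter rested on 57 aligned bases with MNaseA and 394 with the commercial MNase. In replicate 2 they were 1.04 for HVO_RS00455 on pHV3 and -2.15 for the pseudogene HVO_RS21310, and in replicate 3 they were 2.48 for the tRNA gene HVO_RS13035 and -1.28 for HVO_RS14520. HVO_RS21310, HVO_RS14520 and HVO_RS05325 were lower with MNaseA in 3 of 3 pairs, with adjusted p of 0.212, 0.217 and 0.354 from limma. With the library medians made equal, HVO_RS21310 had an adjusted p of 0.0412 from limma. The change of HVO_RS03840 in the fit turned negative without replicate 1. The tRNA genes carry the limit that the authors discarded tRNA reads before mapping. From the correlation of TPM, the paper concludes that both nucleases give comparable information about the genes being translated.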

## Discussion

In this study, we described the design and purification of the *S. aureus* nuclease, MNase, for use in high salt reaction conditions, such as Ribo-seq in halophilic organisms. Based on our experiments and in agreement with published literature, MNaseB, the precursor of MNaseA, is easier to produce thanks to the 19-aa propeptide on its N-terminus, which is known to enhance processing and secretion of the nuclease to the periplasm (20). On the other hand, MNaseA is produced as two protein products of 18 kDa and 20 kDa, respectively. The smaller protein corresponds to the fully processed form of MNaseA, where the OmpA signaling peptide has been cleaved off upon translocation to the periplasm, whereas the bigger protein represents the unprocessed OmpA-MNaseA (Fig. 1, *B* and *C*). The incomplete processing and excretion of MNaseA has also been observed in previous studies (20, 21). Although the 19 aa-propeptide from MNaseB is not necessary for correct folding and activity of the nuclease (21, 23, 32), previous studies suggest it is required for anchoring the protein to the cell wall (33). Additionally, Suciu and Inouye suggested that MNaseB membrane insertion is SecA-independent and that during initial membrane insertion, the 19-aa propeptide counteracts the inhibitory effect of the positively charged N terminus of MNaseA (20). Hence, the higher excretion of MNaseB can be attributed to the biochemical properties of the 19-aa propeptide, which was absent in MNaseA. To date, several strategies to enhance OmpA signal peptide cleavage and MNaseA excretion have been applied. For example, it has been suggested that excretion enhancing alterations, such as those conferred by the MNaseA double mutant F15W-W140F may be applied (20). However, this double mutation also affects the structural stability of the enzyme (20, 34) and its effect on MNase activity has not been extensively studied. Other approaches employ expression and excretion of MNaseA in alternative expression hosts using excretion vectors, such as *C. glutamicum, Bacillus subtillis* or *Lactobacillus lactis*, where MNaseA can be purified directly from media (23, 24, 32). Such excretion systems are scalable and amendable for bioreactor production. Despite these advantages, the resulting nuclease activity remains too low—2000 U/mg protein in *L. lactis* (24)—to be applicable for high salt conditions, such as in methods for halophilic organisms, where small volume and over 250 U of MNase/μg of RNA is necessary in Ribo-seq experiments (18). Moreover, such expression hosts are not commonly available in research laboratories, which might further diminish their appeal. To circumvent these problems, we developed an optimized production protocol for MNaseA in the *E. coli* Lemo21(DE3) strain (27). Thanks to the improved control of the T7 promoter through rhamnose titration, we obtained a significantly higher portion of processed MNaseA, which offset the slight decrease in total MNaseA yield caused by an overall reduction in expression (Fig. S2*D*).

To our knowledge, MNaseA and MNaseB have not previously been directly compared in terms of their biochemical properties and/or enzymatic activities. Therefore, we compared these two MNase forms using the same amount of activity units on the same substrate. While MNaseA and MNaseB performed comparably in optimal reaction conditions (low salt concentration and pH 8), MNaseA exhibited a higher nuclease activity in high salt conditions (>3 M KCl and pH 7.5). As both forms of the nuclease were otherwise identical, it stands to reason that the observed differences were likely to arise from the biochemical properties of the 19-aa propeptide sequence of MNaseB, which similarly to the OmpA signaling peptide has a mostly neutral charge (20). Consequently, purified MNaseA may also be partially affected by this phenomenon, as it contains a mixture of both processed and unprocessed (*i.e.*, OmpA-containing) nuclease. However, the amount of unprocessed OmpA-MNaseA in the final purified enzyme was minor (Fig. 1*C*) and therefore, was not likely to have a significant impact. Moreover, MNaseA production in *E. coli* Lemo21(DE3) resulted in fully processed MNaseA, which allowed us to evaluate and confirm that comparable enzymatic activities were obtained regardless of the presence of OmpA (Fig. S2, *B* and *D*).

When characterizing the properties of MNaseA, we observed that it preserved well at −80 °C when stored in a buffer supplemented with merely 5% glycerol rather than with 50% glycerol. Generally, protein cryopreservation is achieved by the addition of cryoprotectants (*e.g.,* 25–50% glycerol), which inhibit freeze/thaw induced stress, such as protein aggregation and ice crystal formation, thereby protecting the native fold (35, 36). However, a recent study shows that hydroxyperoxide lyase retained more activity when stored in 10% glycerol at −80 °C, whereas its residual activity decreased rapidly during freeze/thaw cycling when the enzyme was stored in 40% glycerol, suggesting the need for empirical testing of the optimal glycerol concentration (37). Alternatively, the reduced stability of MNaseA in the presence of 50% glycerol might be attributed to a dilution effect, as an increase in glycerol lowers the protein concentration (38, 39). Correspondingly, our stability assaying of MNaseA stored at −20 °C showed a similar decrease in activity, suggesting that freeze/thaw stability might be improved by the addition of other enzyme stabilizing additives (40). Nevertheless, we concluded that the optimal storage condition for MNaseA is at −80 °C with 5% glycerol, although a suitable storage buffer for −20 °C might be obtained through further optimization.

Previously, purified MNaseB was successfully used for Ribo-seq in mesophilic bacteria, namely *E. coli*, showing similar properties to the commercial counterpart (22). Nonetheless, neither MNaseA nor MNaseB has been previously utilized for similar methods in halophilic organisms. Since MNaseB showed a lower activity in high salt reactions, we decided to proceed only with MNaseA and compare its ribosome footprinting capabilities to those of a commercial nuclease by performing Ribo-seq on the halophilic model organism *H. volcanii*. Indeed, MNaseA produced ribosome footprints of similar length and showed an expected periodicity that reflects the ribosome movement on mRNA (Fig. 3). Taken together, our data shows that MNaseA produced with our construct design and expression conditions is on par with or even slightly exceeds the activity obtained by the commercial nuclease, especially in high salt reactions. Importantly, the protocol is robust and easily reproducible, allowing investigators with access to basic laboratory facilities to economically (at ∼25% cost of commercial enzyme/μg of enzyme) produce a highly active nuclease.

An economic source of nuclease is especially critical for ribosome profiling in halophilic organisms. To prevent ribosome splitting during ribosome harvest and fractionation, a high-salt buffer is necessary, which in turn requires high amounts of nuclease for proper RNA digestion. In our experiments, we used 250 U nuclease/1 μg RNA, with RNA concentrations measured fluorometrically. As previous ribosome profiling experiments rely on absorbance measurement to quantify RNA, a correction factor is required for comparison to our protocol (see Tables S3 and S4). Thus, the nuclease:RNA ratio used here (22 U nuclease/1 μg RNA; approximated as an absorbance-based concentration) was approximately 2-fold higher than the ratio previously reported for ribosome profiling in *E. coli* (∼10 U nuclease/1 μg RNA) (17), where salinity is not an issue. However, when compared to previous experiments with *H. volcanii* (∼50 U nuclease/1 μg RNA) (18), we used slightly less MNase while obtaining an efficient digestion (Fig. 3). Importantly, it is worth noting that further reducing the nuclease:RNA ratio might result in residual polysome peaks, indicative of incomplete digestion of unprotected RNA, whereas lowering the amount of RNA increases the risk of library preparation failure. Consequently, the amount of nuclease required for ribosome footprinting in *H. volcanii* and similar organisms remains relatively high, but the cost of this enzyme has been lessened by the work presented here.

## Experimental procedures

### Preparation of MNase constructs

The complete MNase coding sequence (CDS) was extracted from the *nuc* gene (966 nt) of *S*. *aureus* (GeneBank no. V01281.1) (Fig. S1). The *nucB* precursor (MNaseB) is encoded by residues 394 to 909 (19.1 kDa), whereas *nucA* (MNaseA), the fully processed form, is encoded by residues 463 to 909 (16.8 kDa).

The MNaseB construct was ordered as synthetic gene (Genewiz) containing a T7 promoter, lac operon, ribosome binding site, and OmpA signaling sequence (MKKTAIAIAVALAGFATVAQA) at the N-terminus of the *E*. *coli* codon optimized *nucB* gene, followed by a 5-aa linker. Codon optimization was done with IDT’s Codon Optimization Tool (https://www.idtdna.com/CodonOpt). This synthetic gene was subsequently re-cloned into the expression vector pET28a(+) (Novagen), containing an in-frame 6×His tag at the C-terminus, between the *Bgl*II and *Xho*I sites. The final construct was propagated in *E. coli* DH5α in LB-Miller (LB) growth medium (10 g/L tryptone, 5 g/L yeast extract, 10 g/L NaCl) supplemented with 50 μg/ml kanamycin. For a detailed vector map of pET28a(+)-T7-OmpA-MnaseB-6×His and the complete sequence of the synthetic gene, see Fig. S1 and Table S1, respectively.

The MNaseA expression vector (pET28a(+)-T7-OmpA-MnaseA-6 × His) was generated by deleting the first 57 nt (19 aa) from the *nucB* gene in the pET28a(+)-T7-OmpA-MnaseB-6 × His construct using site-directed mutagenesis (41) with nonoverlapping mutagenic primers (Table S1). For the mutagenesis protocol, please refer to Supporting methods.

The sequences of both expression vectors were verified by Sanger sequencing (Eurofins) and are available from Addgene (#214808 and #214809).

### Expression and purification of MNaseA

MNaseA was expressed in *E. coli* BL21(DE3) from pET28a(+)-OmpA-MnaseA. Freshly transformed *E. coli* BL21(DE3) cells were inoculated into LB supplemented with 50 μg/ml kanamycin and grown overnight at 37 °C with shaking at 200 rpm. The stationary cultures were diluted to *A*_600_ = 0.1 and grown to an *A*_600_ of 0.5 to 0.6, at which point protein expression was induced by IPTG (ThermoFisher Scientific, #R0392) addition (1 mM final concentration) and subsequently carried out at 30 °C with shaking at 200 rpm for 6 h.

The cells were collected by centrifugation at 5000*g* for 15 min at 4 °C, and the pellets were weighed and resuspended in 2.5 to 3 ml lysis buffer per 1 g of wet cell pellet. The composition of lysis buffers is as follows: MNaseA lysis buffer LB-MNA [50 mM Tris–HCl (pH 7.5), 250 mM NaCl, 1 mM CaCl_2_, 5 mM imidazole (pH 7.5), 5% (vol/vol) glycerol, 1× Halt protease inhibitor (Thermo Fisher Scientific #87786)]. To enhance subsequent lysis by cryomilling, the resuspended culture was dispensed into liquid nitrogen using a serological pipette. The frozen pellet droplets were transferred to 50 ml conical tubes and stored at −80 °C.

Frozen pellet droplets were lysed in the 6870 Large Freezer/Mill (Spex) at 8 Hz for 5 cycles (1 min grinding, 1 min cooling). Lysates were transferred to 50 ml conical tubes and allowed to melt on ice. Once melted, an additional 2.5 to 3 ml of the respective lysis buffer per 1 g wet cell pellet was added to the lysate. The lysate was mixed by inverting and incubated on ice for 10 to 20 min. Cell debris were removed by centrifugation at 10,000*g*, 30 min, +4 °C. The clarified lysate (supernatant) was collected and mixed with 2 to 3 ml 50% slurry of Ni-NTA resin beads (Thermo Fisher Scientific, #88221) washed twice in LB-MNA. The lysate was then incubated with Ni-NTA beads for 1 to 2 h at 4 °C, slowly rotating on tube revolver rotator. The lysate mix was loaded onto a gravity flow column (Thermo Fisher Scientific, #89896) and washed with two column volumes (CVs) of lysis buffer, followed by 10 CV of wash buffer [50 mM Tris–HCl (pH 7.5), 250 mM NaCl, 20 mM imidazole (pH 7.5), and 5% (vol/vol) glycerol]. The MNase was eluted from Ni-NTA beads by 6 CV of elution buffer [50 mM Tris–HCl (pH 7.5), 250 mM NaCl, 250 mM imidazole (pH 7.5), and 5% (vol/vol) glycerol]. All fractions were stored at 4 °C until analyzed by SDS-PAGE. The protein concentrations were measured by Bradford assay (42).

Fractions were analyzed on 5 to 15% discontinuous (5% stacking/15% resolving) SDS-PAGE gels, and the eluted fractions containing MNase were pooled together and concentrated on a 10K molecular weight cutoff protein spin concentrator (ThermoFisher Scientific; #88513). Buffer exchange was done by diluting the, concentrated protein with Storage Buffer [50 mM Tris (pH 7.5), 50 mM NaCl, 1 mM EDTA (pH 8.0), and 5% (vol/vol) glycerol] and concentrating the protein again. This was repeated 5 times to eliminate any residual imidazole from the final MNase preparation. MNase was then aliquoted and stored at −80 °C. The purity of MNases was confirmed on 5 to 15% discontinuous SDS-PAGE gel and compared to commercial MNase (Nuclease S7, Roche, #10107921001). To store enzyme at −20 °C, the final protein was supplemented with 50% glycerol.

For buffer composition for MNaseB purification, description of alternative lysis methods (sonication) and MNaseA expression in *E. coli* Lemo21(DE3), see Supporting methods.

### Western blot analyses

One hundred nanograms of each protein was separated on 5 to 15% discontinuous SDS-PAGE gel. After electrophoresis, the gel was equilibrated in Bjerrum Schafer-Nielsen transfer buffer (48 mM tris, 39 mM glycine, 20% methanol), and proteins were transferred to polyvinylidine fluoride membrane using Trans-Blot SD transfer cell (Biorad). After transfer, the membrane was blocked in 5% milk in 1×PBS, 0.05% Tween-20 (PBST) for 1 h followed by incubation with 1:2000 diluted 6×-His tag mAb (produced in mouse; Invitrogen; #MA1-21315) at 4 °C, overnight. Next day, the membrane was washed 3× in PBST and incubated 30 min at room temperature with anti-mouse horseradish peroxidase-antibody, diluted 1:10,000 (Cytiva; #NA931) in 5% milk in PBST. After incubation, the membrane was again washed 3× in PBST and the proteins were detected by chemiluminescence using ECL Western Blotting substrate (Thermo Fisher Scientific; #32209) according to manufacturer’s instructions. The chemiluminescence was recorded by ChemiDoc (Bio-Rad).

### Activity assays

#### Kinetic measurement of specific activity and unit definition

The MNase specific activity was measured as previously described with a few modifications (22). The reactions were prepared by mixing 50 μl substrate (0.2 mg/ml dsDNA in 10 mM Tris–HCl pH 8.0 and 10 mM CaCl_2_) on a 96-well UV-compatible plate with 50 μl MNase dilution in 10 mM Tris–HCl pH 8.0. In each measurement, serial dilutions of MNase were assayed (0.03, 0.06, 0.12, 0.24, and 0.48 μg). The reactions were immediately placed into a preheated plate reader (Enspire, PerkinElmer) and reactions were monitored for 60 min at 25 °C, with repeat *A*_260_ absorbance measurement every 30 s. Data points were fitted to an exponential equation with one-phase association using GraphPad Prism (v10.1.0; https://www.graphpad.com/) and the following formula A_x_ = A_0_ + (P-A_0_) × (1 – e^(-K × x)^) (A_x_: absorption A_260_ at time x; *A0*: absorption *A*_260_ at time 0; *P*: plateau = absorption *A*_260_ at infinite time; *K*: rate constant as reciprocal time; x: time). The specific activity was calculated from initial slopes for time 0 and 1 min. One unit (U) is defined as an increase of 0.005 *A*_260_ units per 1 min.

#### Comparison of activity in reactions with high salt concentration

The enzymatic activity of purified MNases in high salinity was compared by cleavage of total RNA and subsequent analysis on 1% denaturing agarose gels. Reactions were prepared by diluting total RNA in 1× lysis buffer (3.4 M KCl, 100 mM MgCl_2_, 50 mM CaCl_2_, 10 mM Tris–HCl pH 7.5) to concentration 250 ng/μl (28). The reactions were initiated by the addition of 5 or 10 U MNase/μg of RNA and incubated at 25 °C. Five microliters samples containing 1.25 μg RNA were collected at 0, 5, 10, 15, 20, 30, 45, or 60 min and MNase activity was quenched by addition of 20 μl formamide LD (90% formamide, 1×TBE, 0.075% Orange G) mixed with 5 μl 0.125 M EDTA. Samples were denaturated at 65 °C for 5 min and analyzed on 1% agarose gel prepared in 1×TBE. The degree of RNA degradation was quantified densitometrically using volume tool in Image Lab, ver. 6.0.0 (Bio-Rad; https://www.bio-rad.com/en-fi/product/image-lab-software?ID=KRE6P5E8Z/). The RNA densities were first normalized to the lane (background) and then the % of degraded RNA was calculated as normalized ratio of cleaved (at time x)/intact RNA (at time 0 min).

### *H. volcanii* culture conditions

*H. volcanii* DS2 strain H26 (Δ*pyr*E2) (Hv) single colonies were picked and grown overnight at 42 °C with shaking at 220 rpm (Eppendorf Innova S44i) in Hv-YPC medium (https://haloarchaea.com/wp-content/uploads/2018/10/Halohandbook_2009_v7.3mds.pdf) until saturation (*A*_600_ > 1.0). The cultures were then diluted to *A*_600_ = 0.01 in fresh media and grown to *A*_600_ = 0.6.

### Cell lysis, ribosome pelleting, MNase digestion, and sucrose gradients for ribosome fractionation

As previously described (28), cells were harvested by dispensing culture into liquid nitrogen, forming small pellets. Batches of 50 g of pellets were supplemented with 100 μg/ml anisomycin (Sigma-Aldrich, #A9789) and pulverized in a cryomill (6870 Large Freezer/Mill (Spex)) for eight cycles (1 min grinding at 10 Hz, 1 min cooling). Cell lysates were thawed at room temperature and precleared at 10,000*g* for 15 min at 4 °C. Ribosomes were pelleted from precleared lysate over a 1 M sucrose cushion [sucrose dissolved in 1× lysis buffer (3.4 M KCl, 100 mM MgCl_2_, 50 mM CaCl_2_, 10 mM Tris–HCl pH 7.5)] in an ultracentrifuge with a Type 45 Ti rotor (Beckman Coulter) at 40,000 rpm (185,511*g*) for 3 h at 4 °C. Ribosome pellets were resuspended in 300 μl 1× lysis buffer and then pooled for each biological replicate. RNA concentrations of pooled pellets were measured using the Qubit RNA Broad Range assay (Thermo Fisher Scientific, #Q10210), and then pellets were split back into equal volumes. For each biological replicate, equal amounts of RNA were digested either with commercial MNase (Nuclease S7, Roche, #10107921001) or with MNaseA, for 1 h at 25 °C, at a ratio of 250 U per 1 μg RNA. Digested pellets were loaded onto a 10 to 50% sucrose gradient (sucrose dissolved in 1× lysis buffer) and ultracentrifuged using a SW41 Ti rotor (Beckman Coulter) at 40,000 rpm (273,620*g*) for 2.5 h at 4 °C. Gradients were fractionated into 450 μl fractions to resolve ribosome 30S and 50S subunits, monosomes, and polysomes. Fractions were flash-frozen on dry ice for subsequent RNA extraction.

### RNA extraction and ribosome footprint library preparation

TRIzol LS (Invitrogen) was used according to manufacturer instructions to extract RNA from sucrose gradient fractions corresponding to 70S monosomes. Library preparation was performed as previously described (28). Briefly, 1 to 5 μg of RNA fragments extracted from 70S monosome fractions were used to purify 10 to 45 nt RNA fragments by polyacrylamide gel electrophoresis on a 15% TBE-Urea gel; RNA fragments were treated with T4 polynucleotide kinase (NEB, #M0201S), ligated to the linker (NEB Universal miRNA Cloning Linker, #S13115S) using T4 RNA ligase (NEB, #M0242), purified by an Oligo Clean and Concentrator kit (Zymo Research, #D4061), and reverse-transcribed with SuperScript III (Invitrogen, #18080044) using custom primers previously described (28). DNA fragments were gel purified on a 10% TBE-Urea denaturing polyacrylamide gel, circularized using CircLigase (Epicentre, CL4115K), and PCR amplified (8–12 cycles) with Phusion polymerase (NEB) using custom primers (28). PCR products were gel extracted from a native 8% TBE gel and analyzed for size and concentration using a BioAnalyzer high-sensitivity DNA kit (standard protocol) before sequencing (Novagene, Novaseq 6000, PE150). Primer sequences can be found in Table S1.

### Analysis of ribosome profiling data

All ribosome profiling data were analyzed using previously established methods and the plastid python library (17, 18, 43). In brief, reads were trimmed using Trim Galore v. 0.6.10, reads corresponding to rRNA and tRNA were discarded, and the remaining reads were mapped against the *Hv* NCBI RefSeq genome (taxonomy identification 2246, GCF 000025685.1, ASM2568v1), allowing two mismatches using Bowtie2 v. 2.5.3 (https://bowtie-bio.sourceforge.net/bowtie2/index.shtml) (44). Statistics of genome-aligned reads were produced with samtools v. 1.19 (45). Distributions from commercial MNase and MNaseA were statistically compared within biological replicates by permutation test with scipy v. 1.11.3 (distribution mean as test statistic, two-sided, independent, 10,000 resamples) (46). Genome-aligned reads were then subset to include only reads that mapped to CDSs; these data were converted to transcripts per million using Stringtie v. 2.2.3 (47), log-transformed, and compared between MNaseA and the commercial nuclease for each biological replicate.

The plastid module *metagene* (subprogram *count*) was used to construct metagene plots. Genome-mapped reads were subset to include only reads that mapped to CDSs, and then these reads were aligned at the start codon of each CDS. Ribosome density was calculated based on the mean number of either 5′- or 3′ read ends mapped at each nucleotide position 250 nt into the CDS (default calculations are performed with median values rather than means). An additional 50-nt upstream of the start codon was also included in the analysis to compare ribosome density outside of CDSs and within CDSs.

The plastid module *psite* was used to determine the *H. volcanii* ribosome P-site offset, or the distance in nucleotides between the P-site (internal to the ribosome footprint) and the 5′ end of the ribosome footprint. This analysis was performed in a manner like metagene analysis, but stratified ribosome density by read length; a consistent offset between a start or stop codon and a spike in high ribosome density (due to the rate-limiting nature of translation initiation and termination) should be evident across various read lengths. For the current work, the P-site offset was measured as the distance between the stop codon and a spike of high ribosome density shortly upstream of the stop codon; the start codon was forgone since *H. volcanii* has a high proportion of leaderless transcripts, resulting in high ribosome density precisely at the start codon and no measurable P-site offset for this feature. The P-site offset was found to be 14 to 17 nt for highly abundant ribosome footprint lengths associated with elongation (14 nt offset for 24 nt footprints; 17 nt offset for 27 nt footprints). A 17-nt P-site offset for 27 nt footprints was used with the plastid module *phase_by_size* to calculate the positions of ribosome footprint 5′-ends within codons.

## Data availability

Generated sequencing data are deposited on NCBI GEO under accession number GSE269836.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Purification of micrococcal nuclease for use in ribosomal profiling of high-salinity extremophiles
**Source:** J Biol Chem. 2024 Nov 27;301(1):108020. doi: 10.1016/j.jbc.2024.108020
**Supplement:** Supporting Information

## **Supporting Material**

### **Purification of micrococcal nuclease for use in ribosomal profiling of high-salinity extremophiles**

Pavlina Gregorova<sup>1</sup>, Matthew Isada<sup>2</sup>, Jocelyne DiRuggiero<sup>2</sup>, L. Peter Sarin<sup>1,\*</sup>

**Running title:** Production of MNase for ribosomal profiling

## **KEYWORDS**

Micrococcal nuclease, S7, MNase, ribosome profiling, haloarchaea, halophiles, archaea

## **Supporting Materials and Methods**

### **Site-directed mutagenesis of MNaseB to prepare MNaseA construct**

Briefly, the PCR reaction contained 0.5  $\mu$ M of each primer, 0.4 mM dNTPs, 1x HF buffer, 0.02 U/ $\mu$ L Phusion polymerase (ThermoFisher Scientific, # F-530L) and 2 ng template. The mutagenesis was carried out using touchdown PCR: initial denaturation at 98 °C for 5 min, 20 cycles of 98 °C for 20 s, 60-50 °C (step -0.5°C/cycle) for 20 s, 72 °C for 1 min 30 s; 10 cycles of 98 °C for 20 s, 55 °C for 20 s, 72 °C for 1 min 30 s; final extension at 72 °C for 10 min and stored at 8 °C. Following the PCR, 2  $\mu$ L of the unpurified PCR product was circularized by performing kinase/ligase mixture [0.5x T4 DNA ligase buffer, 0.5x T4 PNK buffer, 0.5 mM ATP, 0.5 U/ $\mu$ L T4 DNA Ligase (ThermoFisher Scientific, #EL0014), 1 U/ $\mu$ L DpnI (ThermoFisher Scientific, #FD1703), 0.5 U/ $\mu$ L T4 PNK (ThermoFisher Scientific, #EK0031)]. Reaction was incubated at 22 °C for 2 h, followed by inactivation at 70 °C for 5 min and transformed to chemically competent *E. coli* DH5 $\alpha$ . The colonies were screened by colony PCR and propagated in *E. coli* DH5 $\alpha$  in LB supplemented with 50  $\mu$ g/mL kanamycin. Sequence was verified by Sanger sequencing (Eurofins).

### **Cell lysis using sonication**

As an alternative to cell lysis by cryomill, the sonication was equally efficient lysis method. For sonication, harvested cells were snap frozen as wet pellets, weighted, and stored at -80 °C until further processed. Then, the pellets were melted on ice and 5 mL of Lysis buffer was added per 1 g of wet pellet and cells were resuspended by pipetting. Sonication (Sonicator UP400 S Dr. Hielscher) was done using the following program: 10 cycles, 60% amplitude, 0.5 cycle, 20 s ON/1 min OFF. Lysate was centrifuged for 10,000 x *g*, 30 min, 4 °C. The resulting supernatant was used for purification as described for MNaseA.

### **MNase B purification**

The purification is performed in same manner as for MNase A. However, the purification buffers have slightly different composition. The composition of these buffers is below:

- MNase B lysis buffer (**LB-MNB**) [50 mM Tris-HCl (pH 7.5), 500 mM NaCl, 1 mM CaCl<sub>2</sub>, 5 mM imidazole (pH 7.5), 5% (vol/vol) glycerol, 1× Halt protease inhibitor (ThermoFisher Scientific #87786)]
- MNase B wash buffer (**WB-MNB**) [50 mM Tris-HCl (pH 7.5), 500 mM NaCl, 10 mM imidazole (pH 7.5) and 5% (vol/vol) glycerol]
- MNase B elution buffer (**EB-MNB**) [50 mM Tris-HCl (pH 7.5), 500 mM NaCl, 250 mM imidazole (pH 7.5) and 5% (vol/vol) glycerol]

### **MNase A expression in *E. coli* Lemo21(DE3)**

To increase the OmpA, MNaseA can be also expressed in *E. coli* Lemo21(DE3) using pET28a(+)-OmpA-MnaseA plasmid. For expression, freshly transformed *E. coli* Lemo21(DE3) cells were inoculated to LB-Luria (10 g/L tryptone, 5 g/L yeast extract, 0.5 g/L NaCl supplemented with 50 µg/mL kanamycin, 35 µg/mL chloramphenicol) and grown overnight at 37 °C with shaking at 200 rpm. The stationary cultures were diluted to OD<sub>600</sub> = 0.1, supplemented with antibiotics and 500 µM L-rhamnose and grown to an OD<sub>600</sub> of 0.4-0.5, at which point protein expression was induced by IPTG (ThermoFisher Scientific, #R0392) addition (1 mM final concentration) and subsequently carried out at 30 °C with shaking at 200 rpm for 9-10 h. The cells were collected by centrifugation at 5,000 x *g* for 15 min at 4 °C and processed as described in Methods section.

## Supporting Figures

**A**

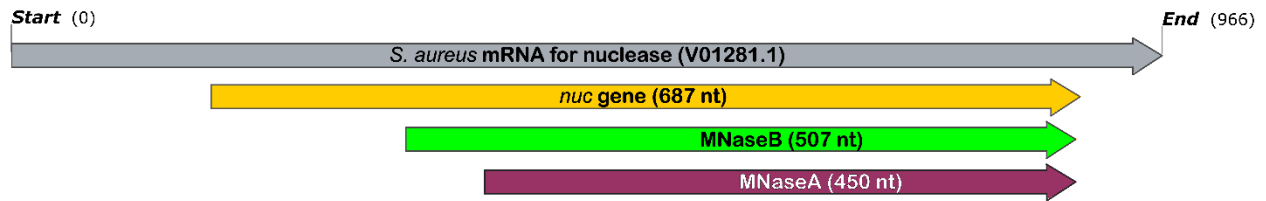

**B**

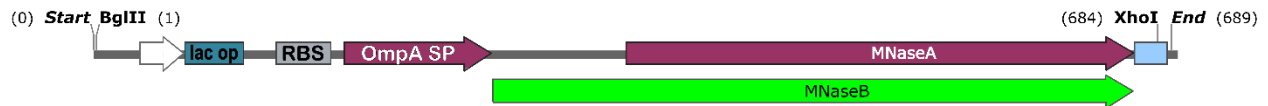

**C**

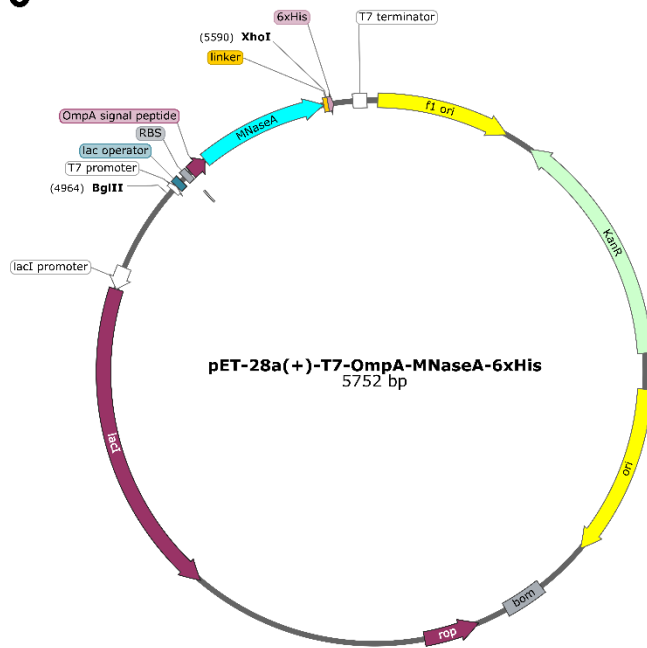

**D**

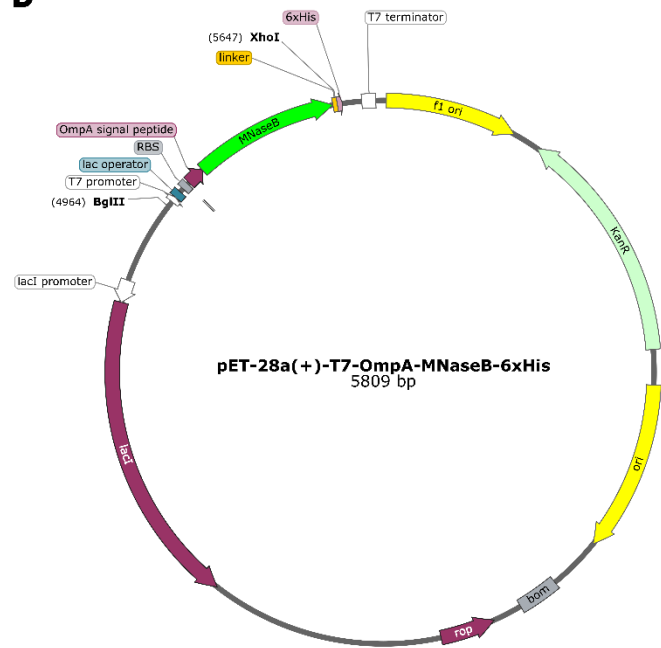

**Supporting Figure S1. (A)** Schematic view of *S. aureus* mRNA for nuclease (966 nt) organization (GenBank no. V01281.1). *Nuc* gene is encoded by 687 nt (226-912 nt) of which MNaseB is 507 nt (403-912 nt) and MNaseA is 450 nt (463-912 nt). **(B)** Schematic view of synthetic gene construct for MNase production. Plasmids designed in the study. **(C)** Plasmid for expression of MNaseA and **(D)** MNaseB, respectively.

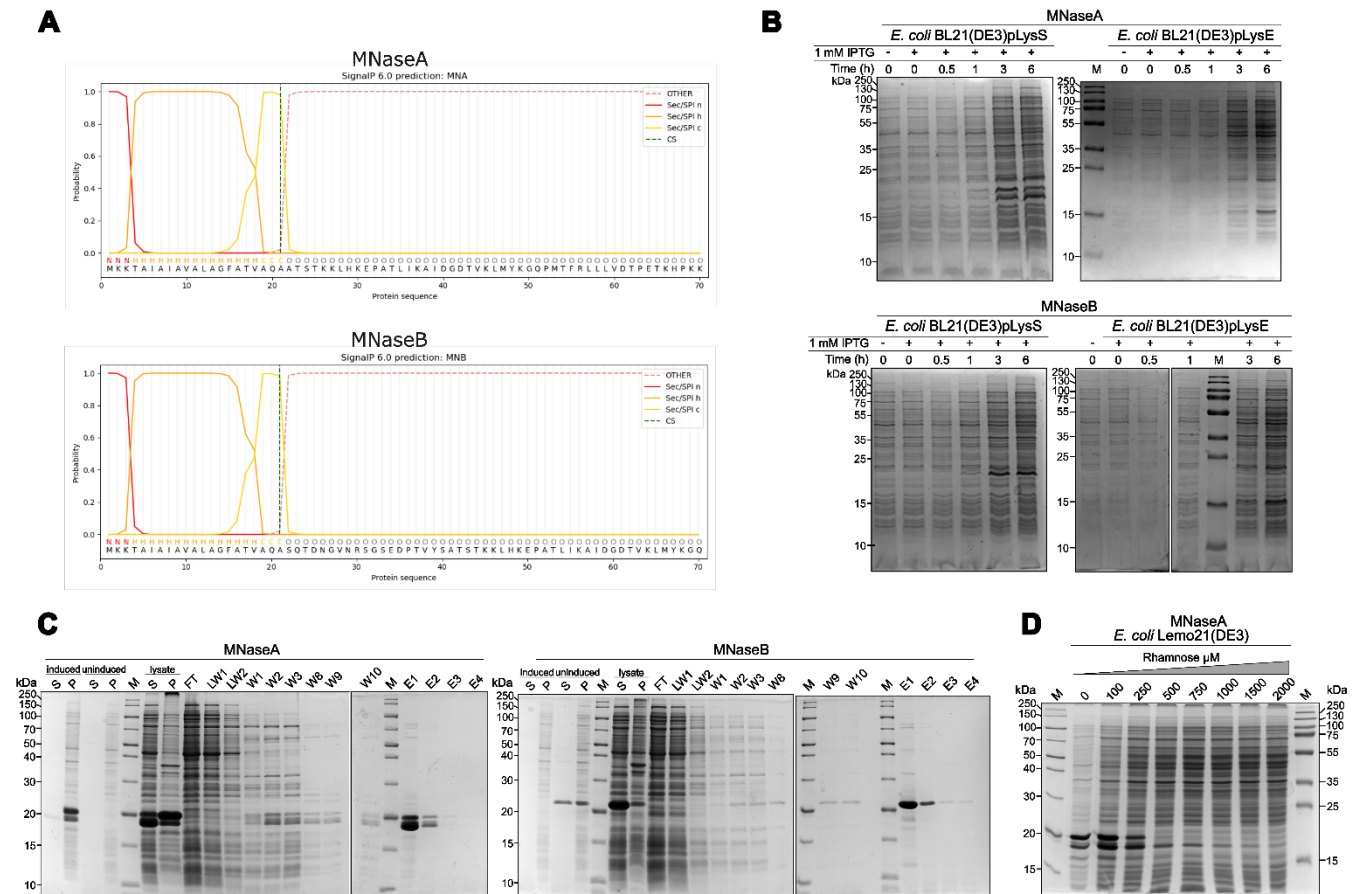

**Supporting Figure S2. (A)** Prediction of cleavage probabilities of OmpA signal peptide from MNaseA and MNaseB. Values calculated by SignalP ver 6.0. **(B)** Expression of MNaseA (top) and B (bottom) at different time points in two different *E. coli* expression strains. M – protein marker. **(C)** SDS-PAGE analysis of fractions from purification of MNaseA (left) and B (right). Induced – cultures with 1 mM IPTG, uninduced – no IPTG, S – supernatant, P – pellet, FT – flowthrough, LW – lysis buffer wash, W – wash, E – elution. **(D)** Optimization of MNaseA expression in *E. coli* Lemo21(DE3) strain by increasing rhamnose.

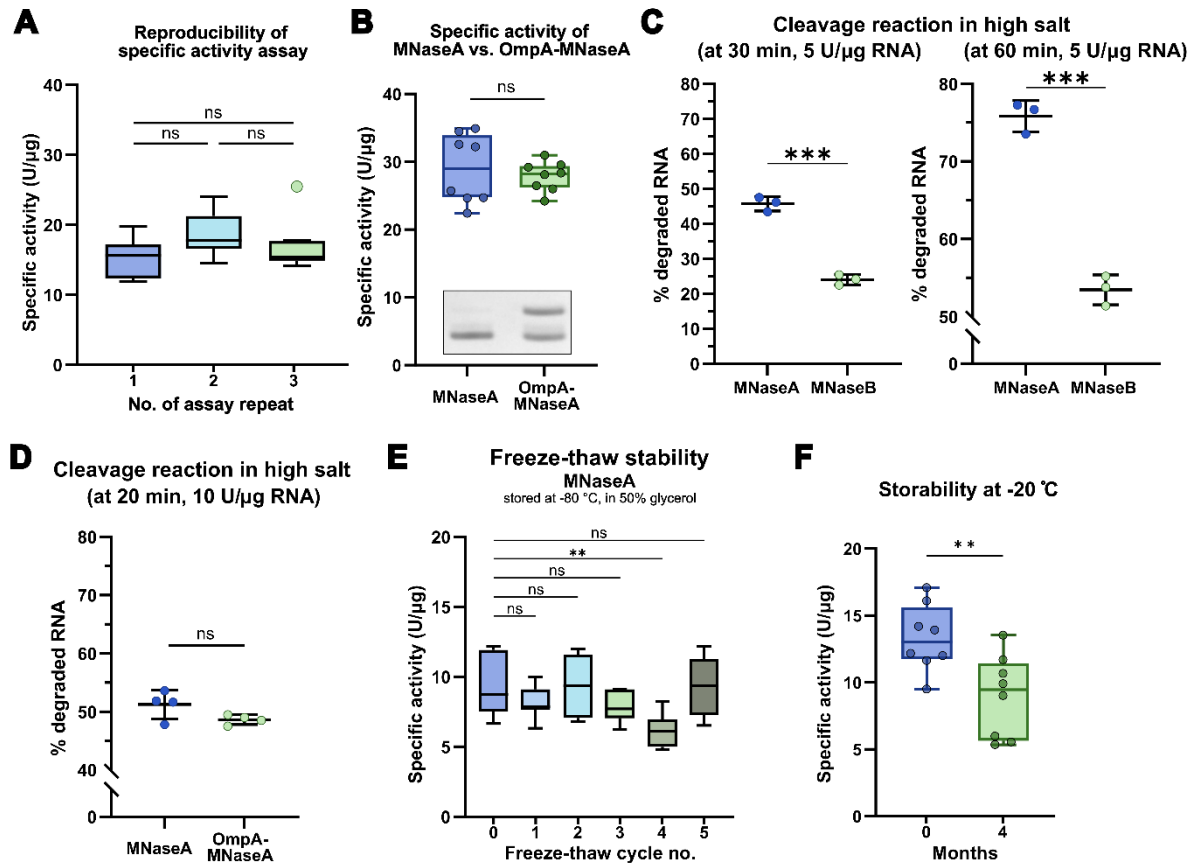

**Supporting Figure S3.** (A) Comparison of specific activity assays from three independent replicates done with commercial MNase. Ordinary one-way ANOVA (N=8, ns – not significant). (B) Specific activity of purified MNaseA and OmpA-MNaseA. The insert shows the purity of each tested MNaseA. Unpaired two-tailed Student's t-test (technical replicates, N=8, ns – not significant). (C) Densitometrical quantification of MNaseA and B activity in high salt reactions using 5U of enzyme per 1 μg of RNA at 30 min (left panel) and 60 min (right panel). Samples were compared by unpaired two-tailed t-test (technical replicates, N=3; \*\*\* p<0.001). (D) Densitometrical quantification of MNaseA and OmpA-MNaseA (same proteins as in panel B) activities in high salt reactions using 10U of enzyme per 1 μg of RNA after 20 min reaction. Samples were compared by unpaired two-tailed Student's t-test (technical replicates, N = 3; \*\*\* p<0.001). (E) Freeze-thaw stability of the purified MNaseA stored at -80 °C in storage buffer containing 50% glycerol. Samples were compared by ordinary one-way ANOVA (N=8, \*\* p=0.0039). (F) Stability of the purified MNaseA at -20 °C for 4 months in storage buffer containing 50% glycerol. Unpaired two-tailed Student's t-test (technical replicates, N=8, \*\* p=0.0075). Error bars in all panels represent standard deviation.

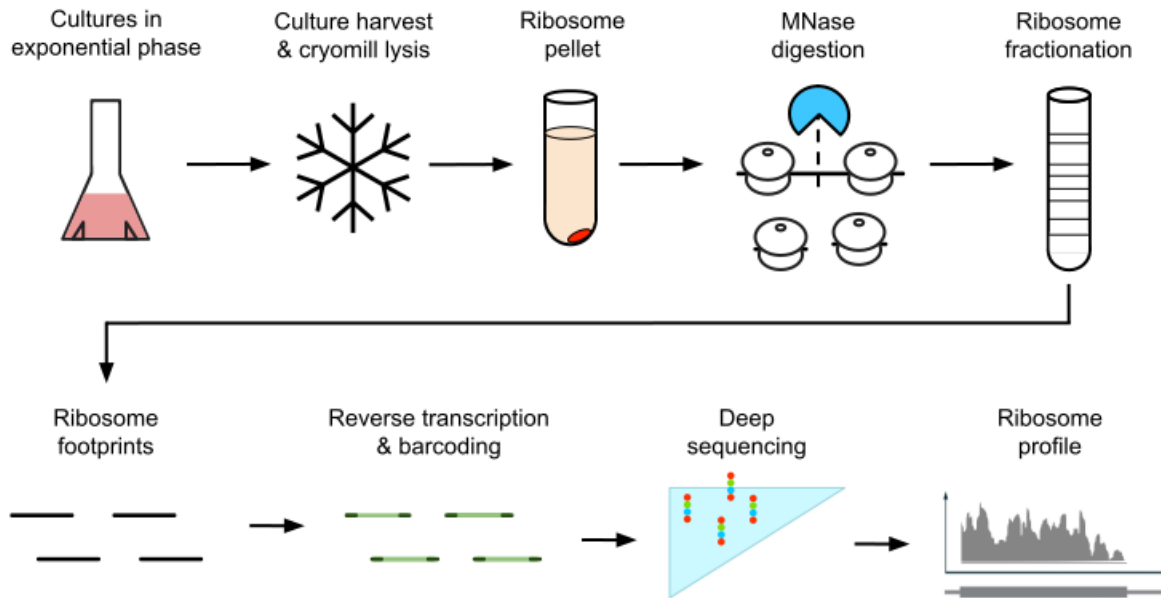

**Supporting Figure S4.** Workflow schematic for ribosome profiling in *Haloferax volcanii*. Cells were harvested in exponential phase by flash-freezing cultures dropwise and cryogenically milled (cryomilling) in liquid nitrogen. Ribosomes were pelleted from thawed lysate by ultracentrifugation, treated with MNase to digest unprotected mRNA, and separated along a 10-50% sucrose gradient; during these steps, ribosome pellets were processed in lysis buffer containing 3.4 M KCl to keep 70S monosomes intact. Ribosome footprints were then isolated from 70S sucrose fractions, reverse transcribed, barcoded with sample-specific index sequences, and sequenced.

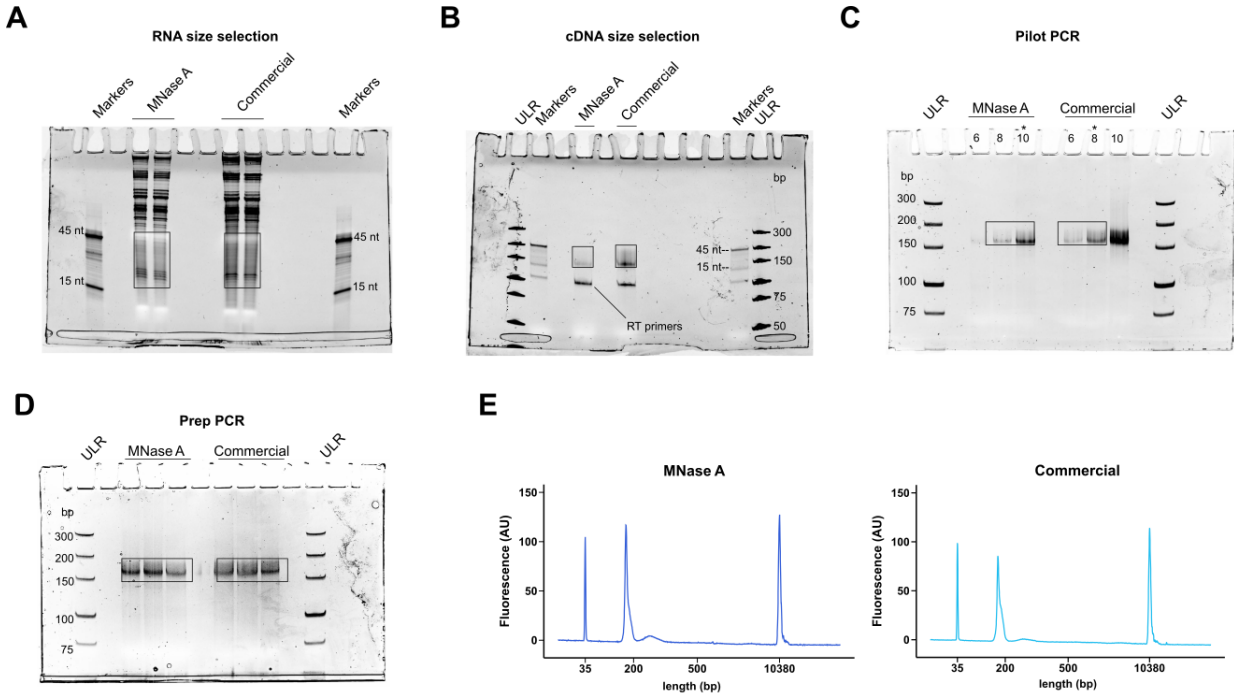

**Supporting Figure S5.** Ribosome profiling library construction steps and quality control for samples digested with MNase A or commercial MNase. Polyacrylamide gels used for **(A)** RNA footprint size selection, **(B)** barcoded/reverse-transcribed footprint size selection, **(C)** pilot PCR (cycle number selected for preparative PCR marked by (\*)), and **(D)** preparative PCR. **(E)** Bioanalyzer traces of completed ribosome profiling libraries; a peak at the expected size for each final library is at ~170 bp. ULR: Ultra Low Range DNA ladder. One out of three replicates for each enzyme are shown here.

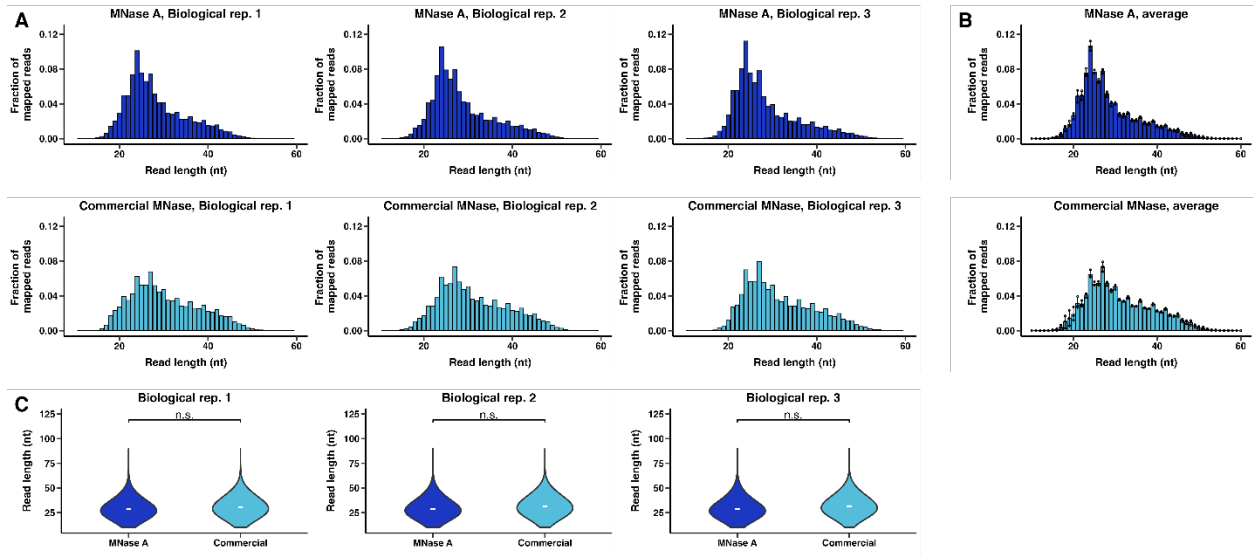

**Supporting Figure S6.** Read length distributions of ribosome profiling libraries digested with MNase A (dark blue) or commercial MNase (light blue). **(A)** Read length distributions for each of three replicates; reads per length were normalized to the total number of genome-mapped reads. **(B)** Read length distributions from MNase A and commercial MNase averaged across biological three biological replicates each; error bars indicate standard deviation. Individual biological replicates represented by points. **(C)** Read length distributions for each of the three replicates as violin plots; distribution means are marked by (-). Statistical comparison between distributions in each biological replicate (permutation test with distribution mean as test statistic, 10,000 resamples, independent) showed no significant difference (p-values: biological rep. 1, p-value = 0.7677; biological rep. 2, p-value = 0.7249, biological rep. 3, p-value = 0.6657).

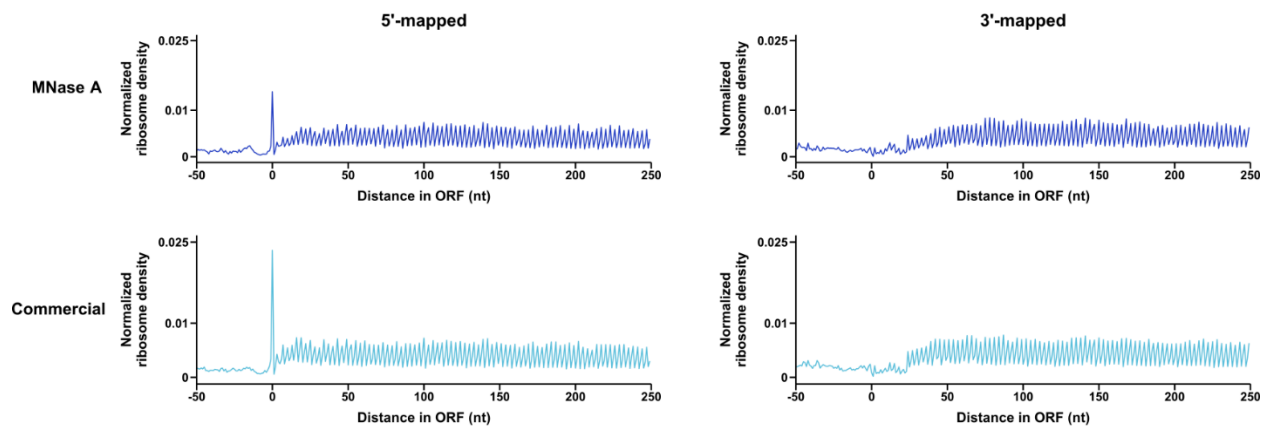

**Supporting Figure S76.** Metagene plots of ribosome profiling libraries for a single biological replicate digested with MNase A (top, dark blue) or commercial MNase (bottom, light blue). Metagene plots show the mean ribosome density on all genes aligned at their start codon using 5'-end or 3'-end mapped reads. Note that left-side panels (5'-mapped reads) are a reproduction of Figure 3D and are included here to facilitate comparison to 3'-mapped reads.

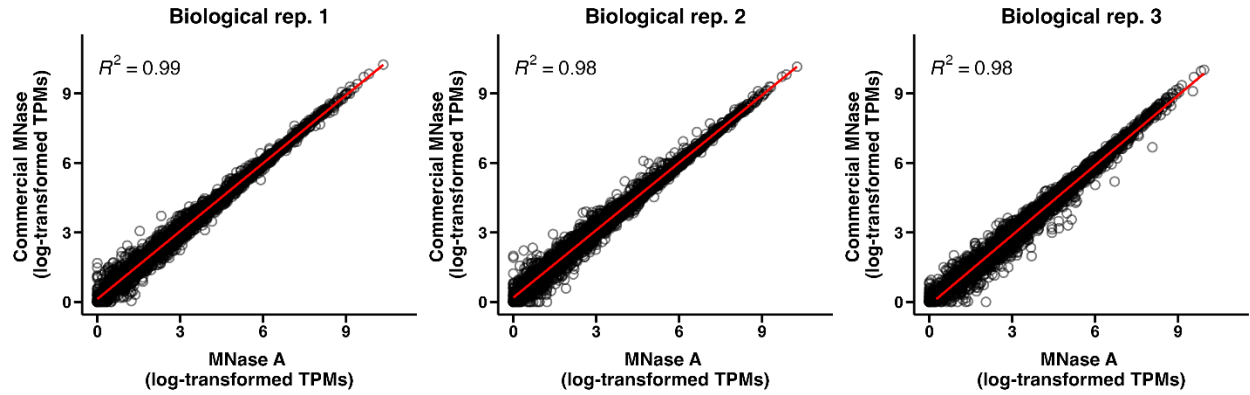

**Supporting Figure S8.** Correlation plots of ribosome occupancy per gene between samples treated with MNase A (x-axis) and commercial MNase (y-axis) within each of three biological replicates. For each gene, ribosome occupancy data from ribosome profiling were converted to transcripts per million (TPMs), log-transformed, and compared between MNase treatments.

How the deposited data were processed for this re-analysis (not part of the article)

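Ribosome footprints of *H. volcanii* were compared in 6 Ribo-seq libraries, 3 digested with MNaseA and 3 with the commercial MNase. Each of the 3 biological replicates was 1 pool of ribosome pellet divided between the nucleases, as the methods state, so the replicate number pairs the libraries. Deviations of log2(TPM + 1) from the mean of each nuclease were correlated between libraries across 3759 genes. Between libraries of the same number r was 0.386, 0.014 and 0.324 in replicates 1, 2 and 3. Between libraries of different numbers r ranged from -0.430 to 0.180. The value of replicate 2 lies within that range, so these correlations do not bear out its pairing.

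The authors trimmed the reads, discarded rRNA and tRNA reads and mapped the rest with Bowtie2 to the RefSeq genome of the strain, assembly ASM2568v1. They deposited counts of genome-mapped reads by length, between 4019358 and 7793992 reads per library. At this depth the Wilson 95% interval of the 24-nt share spans at most 0.0588 percentage points in any library, and it covers counting error only. The authors' metagene signal was made with plastid from the 5′ ends of reads of 25 to 100 nt. Each gene with at least 250 counts was scaled to its own total and the mean over genes was taken, so the values carry no library depth. The codon positions were deposited by the authors as fractions of the counted reads of each length from 18 to 40 nt. The authors used 1 offset of 17 nt for each length and left out 5 codons at the ends of each gene. The authors computed TPM with StringTie, which also lists coverage and FPKM. TPM keeps no depth, and coverage multiplied by gene length came within 0.01 of a whole number of bases for 94.2% to 96.7% of genes, so the values rest on aligned bases and not on whole reads. FPKM was not used here.

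From the length counts, the mean, the shares of 24-nt and 27-nt reads and the share of reads longer than 30 nt were computed per library. The within-replicate permutation test used 10000 resamples and permuted single reads, because the paper's text does not name the permuted unit. From the metagene tables, ORF density was taken over whole codons from 15 nt to the end of the window and upstream density from -50 to -1 nt. Ratios were compared on the log2 scale. Differences between nucleases were tested with an exact two-sided sign-flip test over 3 pairs, with 0.25 as the smallest p, and without the pairing by an exact permutation test with 0.1 as the smallest p.

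TPM was analysed over the 4064 named genes, as ln(TPM + 1) for R2 and as log2(TPM + 1) for limma with a mean-variance trend, the replicate as a block and Benjamini-Hochberg adjustment. A gene was tested with a TPM of at least 1 in 3 or more libraries. Entries that StringTie assembled without a gene name, 6 to 9 per library with 0.233% to 0.432% of the TPM, were left out of these tests. Of the named entries, 13 had no match in the RefSeq gene table. Genes named in the text followed a fixed rule, except the 5 genes past the threshold in the protein-coding fit, ffs and the neighbours of an unannotated region, which were chosen after their values were seen. The rule asked for the 5 largest rises and falls among genes past the adjusted threshold with the same sign in 3 of 3 pairs, of which there were none, the 3 genes with the highest mean TPM, and in each pair the genes with the largest rise and the largest fall among those with a TPM of at least 10 in 1 of its libraries.

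The R2 and limma steps were tested on simulated data. A true R2 of 0.98 over 4064 genes was recovered as 0.979. With gene means and spreads of these libraries and 200 of 3759 genes changed by 2 on the log2 scale, limma recovered 93% of them with 7 false calls, and with no gene changed it called 0. The alternatives varied the read lengths, the windows, the pseudocount, the filter, the scaling, the pairing and the replicates included. The analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1. No genome sequence was used, and the 3′-end metagenes and P-site offsets were not analysed here.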

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

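Of the tests in this part, those on the read-length frame and on the number of libraries listing the unannotated region were chosen after the results were seen. Those on neighbouring genes and on overlaps with coding genes were set before. The neighbouring genes named here were chosen after their values were seen. The design gives no condition other than the nuclease, so no further biological explanation was tested.

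Frame was reported by the paper for 27-nt reads, but other lengths carry it as well. At the 5 other multiples of 3 from 24 to 39 nt, at least 60.9% and at most 68.5% of the counted reads lay at codon position 0. This held in each of the 6 libraries, against 33.3% for an even spread. For lengths from 24 to 40 nt that are 1 above a multiple of 3 the share was at most 31.1%, and their most used position was another one, which held up to 58.8% of the reads. For lengths 2 above a multiple of 3 it was 40.3% to 58.3% between 24 and 40 nt, and 63.2% on average for 23-nt reads with MNaseA, so frame is not limited to multiples of 3. The dependence of codon position on read length argues against adapter trimming or mapping as the source of the pattern, since neither depends on the reading frame. Base preference of the nuclease within codons cannot be told apart from the ribosome's own step, because no RNA digested outside ribosomes was measured. Upstream of the start codon, where the share of spectral power at 3 nt was at most 1.52%, there are no codons to compare.

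The TPM tables hold tRNA genes, although the methods state that tRNA reads were discarded and that only reads on CDSs entered TPM, and the paper does not analyse them. The 53 tRNA genes summed to a TPM of 15593 ± 5985 (SD, n = 3) with MNaseA and 13847 ± 7767 (SD, n = 3) with the commercial MNase, with 4971 as the lowest library and 22122 as the highest. The log2 difference changed sign between pairs. Of the 10 tRNA genes with the highest TPM, 0 overlap an annotated coding gene, which argues against coding genes that overlap the tRNA genes as the source. How the authors' filter let these reads through stays open.

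The SRP RNA gene ffs, HVO_RS19635 (936051 to 936362 on the main chromosome), is also listed, though the paper does not report on it, with a TPM of 7142 ± 1933 (SD, n = 3) with MNaseA and 7577 ± 3082 (SD, n = 3) with the commercial MNase. The lowest library was at 4748 and the highest at 10862. This RNA is not a coding sequence and overlaps 0 annotated coding genes, which argues against an overlapping coding gene as the source. No other explanation was tested for it.

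A region without an annotated gene on the main chromosome of assembly ASM2568v1 was assembled by StringTie in each library and is not discussed by the paper. It starts at 686372 in each library and ends between 686601 and 686653, so its TPM values belong to assemblies of different length. TPM was 2115 ± 457 (SD, n = 3) with MNaseA and 2054 ± 196 (SD, n = 3) with the commercial MNase, with 1818 as the lowest library and 2642 as the highest. Between 76 and 114 named genes per library had a higher TPM. StringTie assembled 18 regions without a gene name, of which 3 overlap an annotated gene. Of the 18, 2 were listed in 6 of 6 libraries, and this one was chosen as the one with the higher TPM. Its listing in each library is therefore no test of an assembly from 1 library. The other, between 16498 and 16813 on pHV4, had a TPM of 90.1 to 116. The genes nearest to the region on the main chromosome, HVO_RS08365 (685589 to 686371) and HVO_RS08370 (686654 to 687820), reached a TPM of at most 99.2 in any library, which argues against read-through from a neighbouring gene. Reads shared with another copy of the sequence stay open, since no genome sequence was used.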

How the results depend on the processing

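The alternatives were set before the data were examined, except the restriction to protein-coding genes, which was chosen after the TPM tables were seen to hold tRNA genes.

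The differences in mean length, in the 24-nt share, in reads longer than 30 nt, in the ORF to upstream ratio and in the start-codon peak kept their direction under every alternative run. No sign-flip test could pass 0.05 in any of them, so those p-values say nothing about stability. With no replicate block the mean length difference was again -2.51 nt and p was 0.1 in the exact permutation test, the smallest it allows. Neither test can pass 0.05, so comparing calls with and without the pairing holds no information. Without replicate 1, 2 or 3 in turn, the mean length difference ranged from -2.74 to -2.27 nt. The 27-nt share difference turned to -0.114 percentage points with lengths from 20 to 40 nt only, where it lay within the spread between pairs. The difference in the share of power at 3 nt turned to 14.0 percentage points with an ORF window that began at the start codon and so contains the start-codon peak. Leaving out a replicate moved it between -1.01 and 0.337. For 24-nt reads the difference in the share at codon position 0 was -1.67 percentage points. The cause was not tested for these reversals, apart from the window, whose construction includes the peak.

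With the read-length fractions as units, p of the permutation test was 0.69, 0.938 and 0.824 in replicates 1, 2 and 3, and with counts per length it was 0.738, 0.101 and 0.0416. By construction the first version compares the number of lengths observed and the second compares library depth, so neither bears on whether the difference in footprint length holds.

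R2 between the nucleases moved by more than the spread between replicates with the pseudocount. It was 0.976, 0.970 and 0.970 in replicates 1, 2 and 3 with 0.1, and 0.993, 0.990 and 0.986 with 10. In replicate 3 it was 0.976 among genes with a TPM of at least 10 in both libraries. Between replicates of 1 nuclease the mean was 0.968 with MNaseA and 0.971 with the commercial MNase at a pseudocount of 0.1. Without 1 replicate it ranged from 0.976 to 0.988 with MNaseA and from 0.979 to 0.988 with the commercial MNase, with the highest values without replicate 3. Without it, R2 between the nucleases was lower, at 0.987 and 0.984 in replicates 1 and 2, than the 0.988 between these replicates of either nuclease.

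The number of genes past the limma threshold was 0 with no replicate block, with either other pseudocount, with either other filter, without the trend and with quantile normalization. It was 18 with the medians made equal, 2 higher and 16 lower with MNaseA, and 5 with protein-coding genes only, 2 higher and 3 lower. Without 1 replicate it ranged from 28 to 183. It was 16 higher and 12 lower without replicate 1, 65 and 21 without replicate 2, and 38 and 145 without replicate 3, so no direction held over these settings. The 3 fits, which share 17 called genes, leave 1 residual degree of freedom, so their counts carry little evidence. At an unadjusted p under 0.05 it was 425 with the block, 230 higher and 195 lower, and 247 with no replicate block, 99 higher and 148 lower. With the medians made equal it was 430, 250 higher and 180 lower. It was 235 without replicate 1, 143 higher and 92 lower, 401 without replicate 2, 280 higher and 121 lower, and 755 without replicate 3, 238 higher and 517 lower. The 5 genes of the protein-coding fit are HVO_RS10710, HVO_RS10210 and HVO_RS08235, lower with MNaseA, and HVO_RS20955 and HVO_RS07795, higher. They were chosen after their values were seen, and 3 of them were among the 18. Of the genes named by rule, HVO_RS03840 ranged from -0.18 to 0.56 without 1 replicate, and fer (HVO_RS19195) from -0.11 to 0.037. HVO_RS21310 passed the threshold with the medians made equal and, at a log2 change of -2.05, without replicate 3, and its adjusted p from limma ranged from 0.00532 to 0.607 over the alternatives. The tRNA gene HVO_RS05325 passed without replicate 2 (-1.14) and without replicate 3 (-1.59), but was at -0.53 without replicate 1. The tRNA gene HVO_RS13035 passed without replicate 1 (1.21) and without replicate 2 (1.30), but was at 0.025 without replicate 3. Its changes within pairs 1, 2 and 3 were 0.117, -0.067 and 2.48, so it passed on replicate 3 although its pairs disagreed. The remaining genes named by rule stayed on their side of the threshold. Over 113 recomputed values of the comparisons, 88 kept their direction and side of the threshold or moved by less than the spread between replicates. Values under the sign-flip and unpaired exact tests could not change side, since neither test can pass 0.05. With no replicate block their direction could not change either. This count is therefore not a measure of stability. The lowest depth behind a gene named by rule was 57 aligned bases, for HVO_RS05325 with MNaseA in replicate 1, against 394 with the commercial MNase, so its change there rests on few footprints.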

Differences from the paper's values

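The paper reports p = 0.7677, 0.7249 and 0.6657 for the permutation test of read-length distributions in biological replicates 1, 2 and 3. Permuting single reads gave p = 0.00020 in each replicate, the smallest value the permutation test can give. Of the alternatives set before the data were examined, fractions per read length as units gave p = 0.69, 0.938 and 0.824 in the permutation test, which lie within 1.5 times the paper's values in each replicate. With counts per read length the permutation test gave 0.738 in replicate 1, within that range, and 0.101 and 0.0416 in replicates 2 and 3, outside it. With 100 reads per library it gave 0.0242, 0.0211 and 0.0043, outside it in each replicate. The versions by length compare the number of lengths observed and the library depth, not the lengths of footprints. The paper's text names the mean as the statistic but not the unit that was permuted. A range of 1.5 times is wide for p-values of this size, so lying within it does not identify that unit. In replicates 2 and 3, fractions in the permutation test gave 0.938 and 0.824, against the paper's 0.7249 and 0.6657. The paper finds no statistical difference in its test, and the mean length differed by -2.51 nt with the same sign in 3 of 3 pairs.

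The paper places the 5′ ends of the footprints at the first codon position. Of the counted 27-nt reads, 68.2% with MNaseA and 66.5% with the commercial MNase are at position 0 after a shift of 17 nt. The 5′ ends themselves lie at position 1 in those shares and at position 0 in 23.0% and 25.0%. In the 5′-end metagene, codon position +1 likewise held the largest share, 47.4% with MNaseA and 48.6% with the commercial MNase.

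The legend of the metagene describes an average over all genes. The tables average between 809 and 1264 genes per library at the start codon, from reads of 25 nt or longer.

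R2 of TPM in each replicate, after rounding, matches the numbers printed in Fig. S8.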

Other observations

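The tests in this part on footprint length, on the start-codon peak and on the 3-nt steps were chosen after those results were seen. The tests on short genes and on other splits of the libraries were set before.

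MNaseA footprints were shorter in each pair. The order of library depths argues against depth as the cause, since the difference was -2.48 nt in replicate 2, where MNaseA had the deeper library, and had the same sign where it had the shallower one. A gel selection outside 20 to 40 nt would leave the ratio of 24-nt to 27-nt reads unchanged. However, this ratio was higher with MNaseA in each pair, by at least 0.434. The ratio tests only a cut outside that range, so a size selection that differed between libraries within it stays open. A hypothesis is that MNaseA may trim footprints further at the same units per RNA. Activity in the reactions was not measured in these tables, so a difference in effective enzyme dose stays open.

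The start-codon peak was higher with the commercial MNase in each pair. Library depth and the number of genes averaged are argued against as the cause, since the log2 difference was -0.61 in replicate 2, where the MNaseA library was deeper and averaged 963 genes against 815. The omission of reads under 25 nt from the metagene cannot be told apart from a property of the nuclease. The reason is that 12.6 percentage points more of the MNaseA reads were left out and no metagene of shorter reads was analysed here. Leaderless transcripts, to which the paper attributes density at the start codon, were not separated here. How much of the peak they make up stays open.

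If the higher peak raised the TPM of short genes with the commercial MNase, coding genes under 300 nt would have lower ratios of MNaseA over commercial MNase than longer genes. The median log2 ratio of the 376 short genes minus that of the 2427 longer genes was 0.041, 0.033 and -0.16 in replicates 1, 2 and 3. The pairs share no sign, so these values do not decide the hypothesis and it stays open.

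Read counts step by 3 nt along the footprint length in each library. At the 8 lengths from 24 to 45 nt that are multiples of 3, the count was 1.17 to 1.43 times the mean of the neighbouring lengths, and at the other lengths 0.815 to 0.967 times. The paper does not report these steps. Their weighing is the same as for the frame of lengths other than 27 nt.

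The nuclease split gave 0 genes past the adjusted threshold and 425 at an unadjusted p under 0.05 from limma. Each of the 10 ways to split the 6 libraries into 3 and 3 must give at least 0, so for the adjusted count the comparison with all 10 holds no information. At an unadjusted p under 0.05, 3 of the splits gave at least 425 genes. With the replicate block, splits that part the same single pair are the same fit, so the 10 splits make 7 distinct fits, of which 2 gave at least 425. Of the 4 splits that part each pair, only the nuclease split reached 425, and the other 3 gave 38 to 334. The remaining 6 splits make 3 distinct fits that each rest on 1 pair, with 43 to 496 genes. The 425 itself was 235 without replicate 1 and 755 without replicate 3. With so few fits chance cannot be excluded for the unadjusted count.

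Reads longer than 45 nt, above the range that the methods give for the gel, made up 2.47% ± 1.01 (SD, n = 3) of the reads with MNaseA and 4.73% ± 1.15 (SD, n = 3) with the commercial MNase.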
